# A TLR4/TRAF6-dependent signaling pathway mediates NCoR coactivator complex formation for inflammatory gene activation

**DOI:** 10.1073/pnas.2316104121

**Published:** 2024-01-02

**Authors:** Yohei Abe, Eric R. Kofman, Zhengyu Ouyang, Grisel Cruz-Becerra, Nathanael J. Spann, Jason S. Seidman, Ty D. Troutman, Joshua D. Stender, Havilah Taylor, Weiwei Fan, Verena M. Link, Zeyang Shen, Juro Sakai, Michael Downes, Ronald M. Evans, James T. Kadonaga, Michael G. Rosenfeld, Christopher K. Glass

**Keywords:** macrophage, TRAF6, TLR4, NCoR, PGC1β

## Abstract

The nuclear receptor corepressor (NCoR) forms a complex with histone deacetylase 3 (HDAC3) that mediates repressive functions of unliganded nuclear receptors and other transcriptional repressors by deacetylation of histone substrates. Recent studies provide evidence that NCoR/HDAC3 complexes can also exert coactivator functions in brown adipocytes by deacetylating and activating PPARγ coactivator 1α (PGC1α) and that signaling via receptor activator of nuclear factor kappa-B (RANK) promotes the formation of a stable NCoR/HDAC3/PGC1β complex that coactivates nuclear factor kappa-B (NFκB)- and activator protein 1 (AP-1)-dependent genes required for osteoclast differentiation. Here, we demonstrate that activation of Toll-like receptor (TLR) 4, but not TLR3, the interleukin 4 (IL4) receptor nor the Type I interferon receptor, also promotes assembly of an NCoR/HDAC3/PGC1β coactivator complex. Receptor-specific utilization of TNF receptor-associated factor 6 (TRAF6) and downstream activation of extracellular signal-regulated kinase 1 (ERK1) and TANK-binding kinase 1 (TBK1) accounts for the common ability of RANK and TLR4 to drive assembly of an NCoR/HDAC3/PGC1β complex in macrophages. ERK1, the p65 component of NFκB, and the p300 histone acetyltransferase (HAT) are also components of the induced complex and are associated with local histone acetylation and transcriptional activation of TLR4-dependent enhancers and promoters. These observations identify a TLR4/TRAF6-dependent signaling pathway that converts NCoR from a corepressor of nuclear receptors to a coactivator of NFκB and AP-1 that may be relevant to functions of NCoR in other developmental and homeostatic processes.

## Significance

The nuclear receptor corepressor NCoR is generally considered to mediate transcriptional repression dependent on its interaction with the histone deacetylase HDAC3. Here, we show that NCoR can be converted from a corepressor to a coactivator of NFκB in macrophages by specific signals that promote the interaction of NCoR and HDAC3 with PGC1β. These findings raise the possibility that many of the functions of NCoR in development, homeostasis and immunity are due to it serving as a coactivator, rather than as a corepressor. Because deacetylation of PBC1β by HDAC3 is required for this switch, these findings also suggest an additional mechanism by which HDAC3 inhibitors exert their biological effects.

Nuclear receptor corepressor (NCoR) and silencing mediator of retinoid and thyroid hormone receptor (SMRT, also known as NCoR2) are broadly expressed transcriptional corepressors that play essential roles in diverse aspects of development and homeostasis (1). The corepressor functions of NCoR and SMRT are dependent on interaction with histone deacetylase 3 (HDAC3), which mainly deacetylates K27 on the histone H3 N-terminal tail (H3K27) (2–4). NCoR and SMRT were initially identified based on their interactions with a subset of unliganded nuclear receptors, including thyroid hormone receptors, retinoic acid receptors, and liver X receptors (LXRs) (5–7). The interaction of NCoR or SMRT with unliganded nuclear receptors bound to their cognate recognition elements at enhancers and promoters results in the recruitment of HDAC3, local histone deacetylation, and transcriptional repression. The binding of activating ligands to each of these receptors causes NCoR/HDAC3 and SMRT/HDAC3 corepressor complexes to dissociate in exchange for coactivator complexes with histone acetyltransferase activity that promote transcriptional activation (8). This paradigm of corepressor/coactivator exchange for signal-dependent gene activation was subsequently extended to other classes of transcription factors, including Bcl6 (9), recombination signal binding protein for immunoglobulin Kappa J region (Rbpj) (10), and members of the activator protein 1 (AP-1) family (11). As a consequence, the phenotypes resulting from cell-specific loss of function of NCoR or SMRT have generally been attributed to loss of corepressor activity.

Unexpectedly, targeted loss of function of NCoR in macrophages resulted in protection from diet-induced insulin resistance and an attenuated, rather than exaggerated, transcriptional response to the Toll-like receptor 4 (TLR4) agonist, lipopolysaccharide (LPS) (12). TLR4 signaling induces strong transcriptional responses in macrophages by activating members of the nuclear factor kappa-B (NFκB), AP-1, and interferon regulatory factor (IRF) families of transcription factors (8). This unexpected phenotype could be partially explained by conventional derepression of LXR target genes encoding fatty acid elongases that catalyze the synthesis of anti-inflammatory omega 3 fatty acids. However, omega 3 fatty acids only partially suppressed LPS-induced genes that were hyporesponsive in NCoR-deficient macrophages (12), which posed the question of why the remaining genes exhibited attenuated responses in NCoR knockout cells. Similarly, loss of HDAC3 resulted in the decreased expression of multiple inflammatory genes in the presence of TLR4 signaling (13). This could be partially explained by the ability of HDAC3 to function as a coactivator for TLR4-dependent genes independent of its catalytic activity (14). However, selective inhibition of HDAC3 enzymatic activity has been shown to reduce inflammatory gene expression in peripheral blood mononuclear cells from rheumatoid arthritis patients (15) and LPS-stimulated macrophages (16). As HDAC3 is only enzymatically active when it interacts with NCoR or SMRT (3, 17, 18), the mechanisms by which HDAC3-specific inhibitors reduce responses to LPS remain enigmatic.

We recently found that in addition to causing insulin sensitization and impaired responses to LPS (12), deletion of NCoR from the myeloid lineage results in a high bone mass phenotype due to defective osteoclast differentiation in response to receptor activator of nuclear factor kappa-B (RANK) signaling (19). By integrating the genome-wide locations of NCoR and HDAC3 with RANK-dependent activation of enhancers and promoters, we found that NCoR/HDAC3 complexes are paradoxically associated with histone acetylation and gene activation rather than histone deacetylation and gene repression. An important clue to explain these findings was the previous discovery that NCoR/HDAC3 deacetylates PPARγ coactivator 1α (PGC1α) as a prerequisite for coactivation of estrogen-related receptor α (ERRα) and induction of thermogenesis in brown adipose tissue. Although PGC1α is not expressed in macrophages, PGC1β is expressed and is further induced by RANK signaling during in vitro osteoclast differentiation. Biochemical studies demonstrated that RANK signaling promotes the assembly of a stable ~2 MDa NCoR/HDAC3/PGC1β complex dependent on noncoding RNAs that functions as a coactivator of RANK-dependent genes (19). We further demonstrated that the formation of this complex alters the specificity of HDAC3, preventing deacetylation of histone H3K27ac in favor of deacetylation and activation of PGC1β, thereby resolving the paradox of why recruitment of NCoR/HDAC3/PGC1β complexes to enhancers and promoters results in histone acetylation, rather than histone deacetylation. TLR4 signaling also induced formation of a NCoR/HDAC3/PGC1β complex with altered substrate specificity of HDAC3 (19). Remarkably, although we observed evidence for conventional corepressor activity of NCoR at nuclear receptor target genes, the major role of NCoR during osteoclast differentiation is as a RANK-induced transcriptional coactivator.

Collectively, these findings force a reevaluation of NCoR complexes in development and homeostasis with respect to their relative functions as corepressors or signal-dependent coactivators. Here, we show that the dominant function of NCoR in the context of TLR4 activation is as a signal-dependent coactivator of NFκB and AP-1 target genes. We present evidence that these observations can be at least partially explained by the common utilization of TNF receptor-associated factor 6 (TRAF6) by TLR4 or RANK in comparison to the other receptor systems studied, which acts through parallel kinase cascades involving extracellular signal-regulated kinase 1 (ERK1) and TANK-binding kinase 1 (TBK1) to convert the NCoR/HDAC3 corepressor complex to a signal-specific NCoR/HDAC3/PGC1β coactivator complex required for inflammatory or osteoclast gene activation, respectively.

## Results

### NCoR-Dependent Response of Macrophages to Extracellular Signals.

To explore contexts in which NCoR is required for signal-dependent gene activation in macrophages, we crossed *LysM-Cre* mice to *Ncor^f/f^* mice to establish myeloid-specific NCoR-deficient (NKO) mice (12) from which bone marrow-derived macrophages (BMDMs) were differentiated. We then compared the responses of wild type (WT) or NKO BMDMs to KLA (Kdo2 lipid A, an agonist of TLR4 that mimics bacterial lipopolysaccharide) (20), RANKL (an essential factor for osteoclast differentiation) (21–23), poly I:C (a synthetic analog of double stranded RNA that activates TLR3) (24), IFNβ (a major inducer of antiviral activity) (25) and IL4 (a regulator of homeostatic and wound repair phenotypes) (26) (Fig. 1*A*). Under vehicle conditions, NCoR deficiency resulted in derepression of ~150 genes (±>1.5-fold, FDR < 0.05) (Fig. 1*A*), including LXR target genes such as *Abca1* (encoding ATP-binding cassette subfamily A member 1) and *Scd2* (encoding stearoyl-CoA desaturase 2) (*SI Appendix*, Fig. S1*A*), as well as downregulation of ~130 genes (±>1.5-fold, FDR < 0.05) (Fig. 1*A*). In contrast, following KLA stimulation for 6 h (*SI Appendix*, Fig. S1*B*), >1,300 mRNAs were more highly expressed in NCoR-deficient BMDMs, whereas >1,400 mRNAs were expressed at lower levels (Fig. 1*B*). Of the 2,296 mRNAs induced >1.5-fold by KLA (FDR < 0.05) in WT cells, 756 exhibited significantly attenuated responses in NKO cells (Fig. 1*B*), exemplified by *Ptgs2* (encoding cyclooxygenase 2), *Cp* (encoding ceruloplasmin) and *Il12a* (encoding interleukin 12A) (Fig. 1*C*). The 756 genes exhibiting reduced responsiveness to KLA in NKO BMDMs were significantly enriched for functional annotations related to regulation of defense response, positive regulation of cytokine production and NFκB signaling (Fig. 1*B*), in agreement with prior studies (12). Indeed, myeloid deficiency for NCoR significantly protected mice from endotoxin lethality compared to the control mice (Fig. 1*D*), which is correlated with the gene expression profile in NKO macrophages showing hyporesponsiveness to KLA treatment (Fig. 1 *B* and *C*). NCoR deficiency also had a substantial impact on RANKL-dependent gene expression (Fig. 1*A* and *SI Appendix*, Fig. S1*C*), consistent with the previously reported role of NCoR in osteoclastogenesis (19). Surprisingly, there was relatively little impact of NCoR deficiency in the context of TLR3 activation by poly I:C, despite activation of a comparable number of genes to that observed following activation of TLR4 (Fig. 1*A* and *SI Appendix*, Fig. S1*D*). Similarly, responses to IFNβ and IL4 were only modestly affected by NCoR deficiency (Fig. 1*A* and *SI Appendix*, Fig. S1 *E* and *F*). Therefore, the impact of NCoR deficiency on macrophage gene expression is highly dependent on signaling context.

**Fig. 1.**
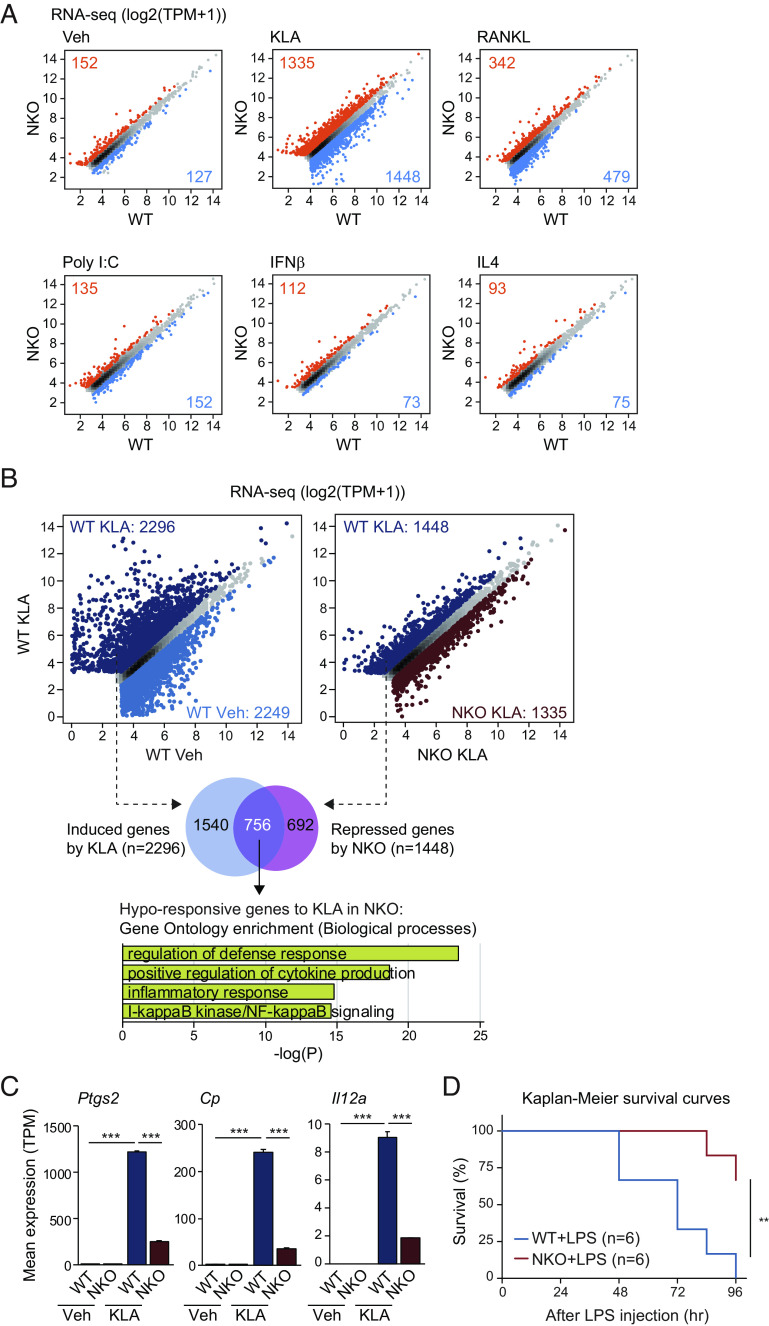
NCoR-dependent response of macrophages to extracellular signals. (*A*) Scatter plots of RNA-seq data showing gene expression in bone marrow–derived macrophages (BMDMs) from wild-type (WT) and NCoR KO (NKO) mice in the presence or absence of KLA, RANKL, Poly I:C, IFNβ, or IL4 (blue dots: significantly NKO-suppressed genes, orange dots: significantly NKO-induced genes, FDR < 0.05, FC > 1.5). (*B*) Scatter plots of RNA-seq data showing KLA-regulated gene expression (*Left*) and NKO-regulated gene expression in the presence of KLA (*Right*) (light blue dots in *Left* panel: significantly KLA-suppressed genes, dark blue dots in *Left* panel: significantly KLA-induced genes, dark red dots in *Right* panel: significantly NKO-induced genes, dark blue dots in *Right* panel: significantly NKO-suppressed genes, FDR < 0.05, FC > 1.5). The overlap between KLA-induced genes (n = 2,296) and NKO-suppressed genes in the presence of KLA (n = 1,448) is shown by the Venn diagram. The significant gene ontology terms associated with the hyporesponsive genes are shown. (*C*) Bar plots for expression of *Ptgs2*, *Cp,* and *Il12a* in WT and NKO BMDMs treated with or without KLA. The significance symbols indicate statistical significance, ***P-adj < 0.001 reported by DESeq2 using the Benjamini–Hochberg method for the multiple-testing correction. (*D*) Kaplan–Meier survival curves of WT and NKO mice subjected to 6 mg/kg LPS by intraperitoneal injection. **P < 0.01 calculated using a Mantel–Cox test. Please see also *SI Appendix*, Fig. S1.

### TLR4 Signaling Induces Recruitment of NCoR/HDAC3 Complex to Enhancers and Promoters.

To investigate mechanisms underlying the requirement of NCoR/HDAC3 complex for TLR4-induced gene expression, we used chromatin immunoprecipitation sequencing (ChIP-seq) to define the genome-wide locations of NCoR and HDAC3 in WT cells under control conditions and in response to KLA. KLA resulted in increases in the number of confident genomic binding sites of NCoR (*SI Appendix*, Fig. S2*A*) and HDAC3 (*SI Appendix*, Fig. S2*B*). In parallel, we performed ChIP-seq for H3K27ac under control and KLA conditions as a surrogate for promoter and enhancer activity (27). KLA treatment resulted in significant increases in H3K27ac at 2,247 locations (*SI Appendix*, Fig. S2*C*). To define the relationship between NCoR/HDAC3 binding and gain or loss of promoter/enhancer activity, we annotated NCoR and HDAC3 peaks for local H3K27ac (±500 bp) under control and KLA treatment conditions and determined their overlaps. In the case of KLA treatment, >770 of the genomic locations exhibiting constitutive or gained presumptive NCoR/HDAC3 complexes localized to promoters and putative enhancers that exhibited a >2-fold increase in H3K27ac, whereas less than 100 of such regions were associated with the expected loss of H3K27ac (Fig. 2*A*). NCoR/HDAC3-associated peaks gaining H3K27ac were most highly enriched for NFκB-p65, AP-1, and IRF recognition motifs, along with the motif for the macrophage lineage determining transcription factor PU.1 (Fig. 2*B*). Signal-dependent recruitment of NCoR/HDAC3 to sites of gained H3K27ac is exemplified at the promoters or enhancers associated with *Ptgs2* and *Cp* (Fig. 2*C*). ChIP-sequencing experiments confirmed KLA-dependent increases in the binding of NFκB-p65 and PU.1 at sites of NCoR/HDAC3 binding (Fig. 2*C*). To trace AP-1 factors, we performed ChIP-sequencing for Fosl2 (Fig. 2*C*), which we previously found to be induced at RANKL-induced sites of NCoR/HDAC3/PGC1β interaction (19), and which exhibited the most highly correlated DNA binding profile with KLA-induced binding of NCoR in comparison to cJun, cFos, and ATF3, illustrated for Fosl2 and ATF3 in *SI Appendix*, Fig. S2*D*.

**Fig. 2.**
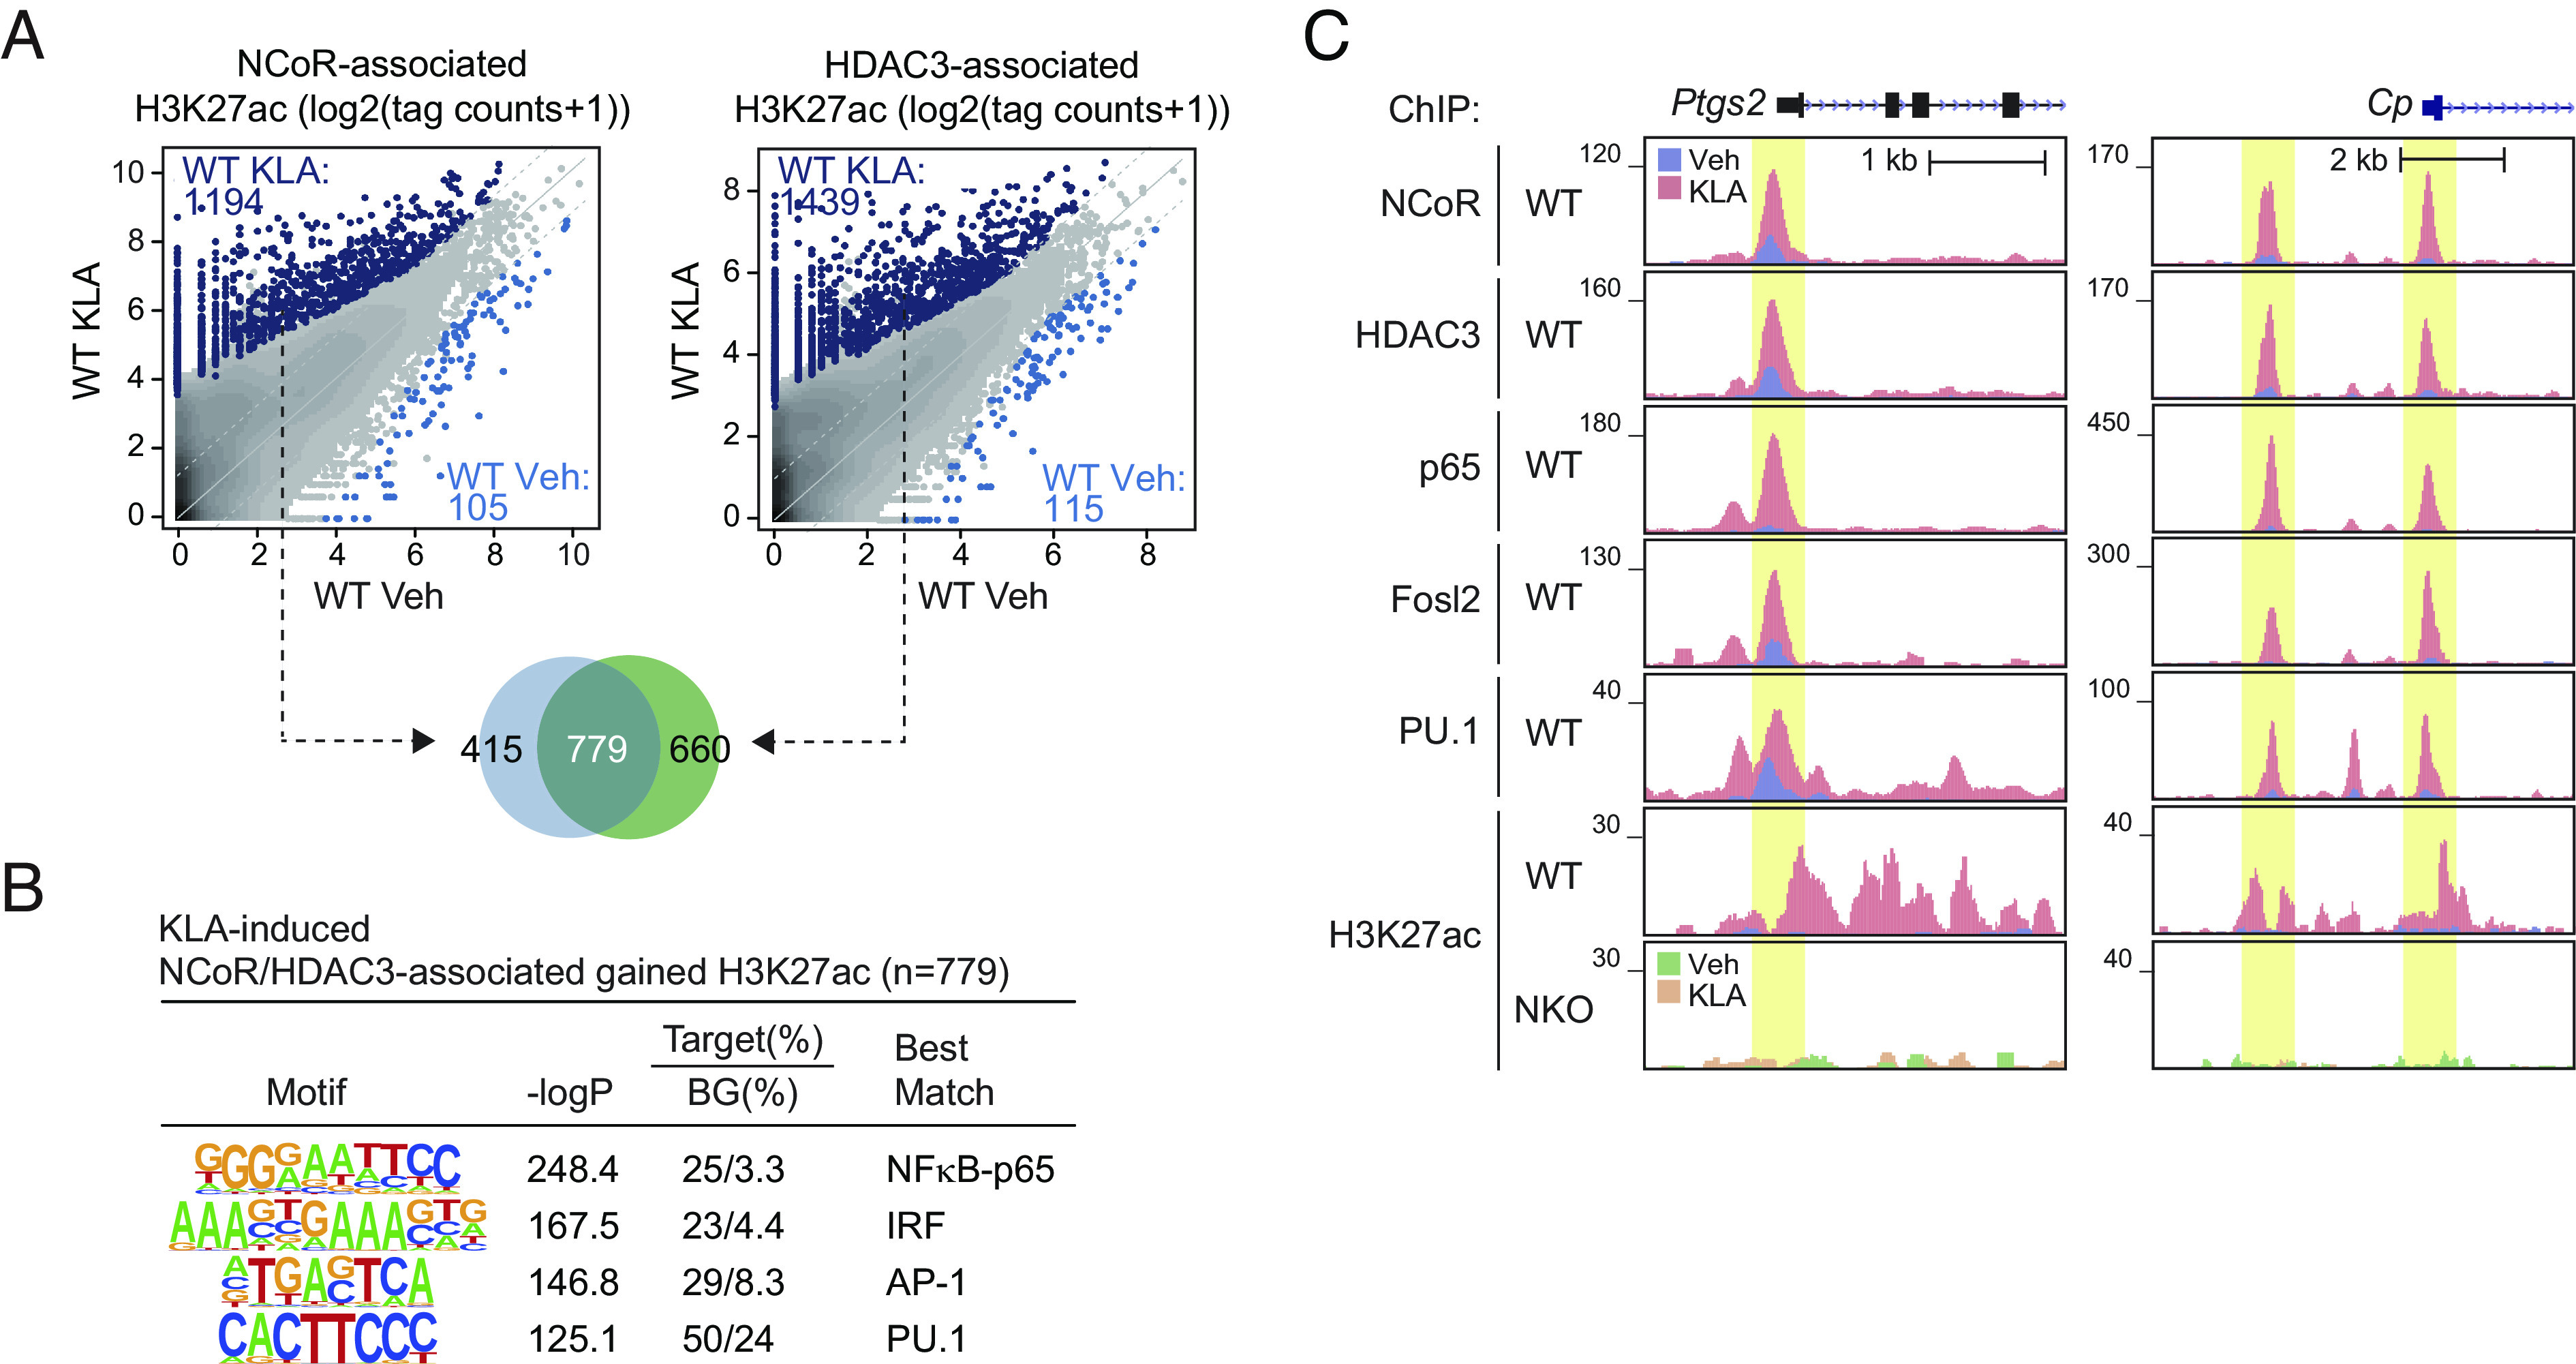
TLR4 signaling induces recruitment of NCoR/HDAC3 complex to enhancers and promoters. (*A*) Scatter plot of distal NCoR- (*Left*) or HDAC3- (*Right*) associated H3K27ac in WT at Veh vs. WT at KLA. KLA-induced NCoR- or HDAC3-associated H3K27ac peaks (FDR < 0.05, FC > 2) are color-coded (light blue dots: significantly NCoR- or HDAC3-associated lost H3K27ac in WT at KLA, dark blue dots: significantly NCoR- or HDAC3-associated gained H3K27ac in WT at KLA). The overlap between NCoR-associated gained H3K27ac (n = 1,194) and HDAC3-associated gained H3K27ac (n = 1,439) is shown by the Venn diagram. (*B*) De novo motif enrichment analysis of KLA-induced NCoR and HDAC3-associated gained H3K27ac peaks (n = 779 in Fig. 2*A*) using a GC-matched genomic background. (*C*) Genome browser tracks of NCoR, HDAC3, p65, Fosl2, PU.1, and H3K27ac ChIP-seq peaks in the vicinity of the *Ptgs2* and *Cp* loci at Veh and KLA. Yellow shading: KLA-induced peaks. Please see also *SI Appendix*, Fig. S2.

### HDAC3 Activity Leads to TLR4-Induced H3K27 Acetylation.

To investigate whether there was a causal relationship between NCoR/HDAC3 binding and increased H3K27ac, we performed ChIP-seq for H3K27ac in NCoR-deficient macrophages. This revealed marked reduction in H3K27ac at NCoR/HDAC3 binding sites exhibiting gain of H3K27ac in response to KLA (Figs. 2*C* and 3*A*). In parallel, we investigated the role of HDAC3 histone deacetylase activity by examining the consequences of the HDAC3-specific inhibitor RGFP966 (28) on KLA-dependent gene expression and histone acetylation. Treatment of BMDMs with the combination of KLA and RGFP966 resulted in an attenuated activation of a large fraction of genes (Fig. 3*B*), consistent with prior findings in RAW 264.7 macrophages (16). This set included 81 hyporesponsive genes in the context of the NCoR knockout (Fig. 3 *C* and *D*) which were significantly enriched for functional annotation related to apoptotic signaling pathway and regulation of defense response (Fig. 3*C*). Similarly, KLA-induced H3K27ac peaks were significantly reduced in the presence of RGFP966 (Fig. 3*E*) which associated with NCoR/HDAC3-bound active regions (Fig. 3 *F* and *G*). Further, analysis of prior RNA-seq data of LPS-treated macrophages from mice in which the deacetylase activating domain of NCoR/SMRT was mutated to preclude deacetylase activity of HDAC3 (NSDAD) (*SI Appendix*, Fig. S3*A*) or the deacetylase activity of HDAC3 was directly abolished by an inactivating mutation (F298Y) (*SI Appendix*, Fig. S3*B*) (14) revealed an overlapping profile of compromised TLR4-dependent gene expression in RGFP966-treated (Fig. 3*D*) or NCoR KO (Fig. 1*C*) macrophages. Intriguingly, RGFP966 treatment completely prevented mortality resulting from intraperitoneal injection of LPS (Fig. 3*H*) which is consistent with the previous report that RGFP966 suppressed LPS-induced NFκB-p65 transcriptional activity in macrophages (16). Collectively, these results provide evidence that the NCoR/HDAC3 complex is paradoxically required for histone acetylation and gene activation in response to TLR4 signaling.

**Fig. 3.**
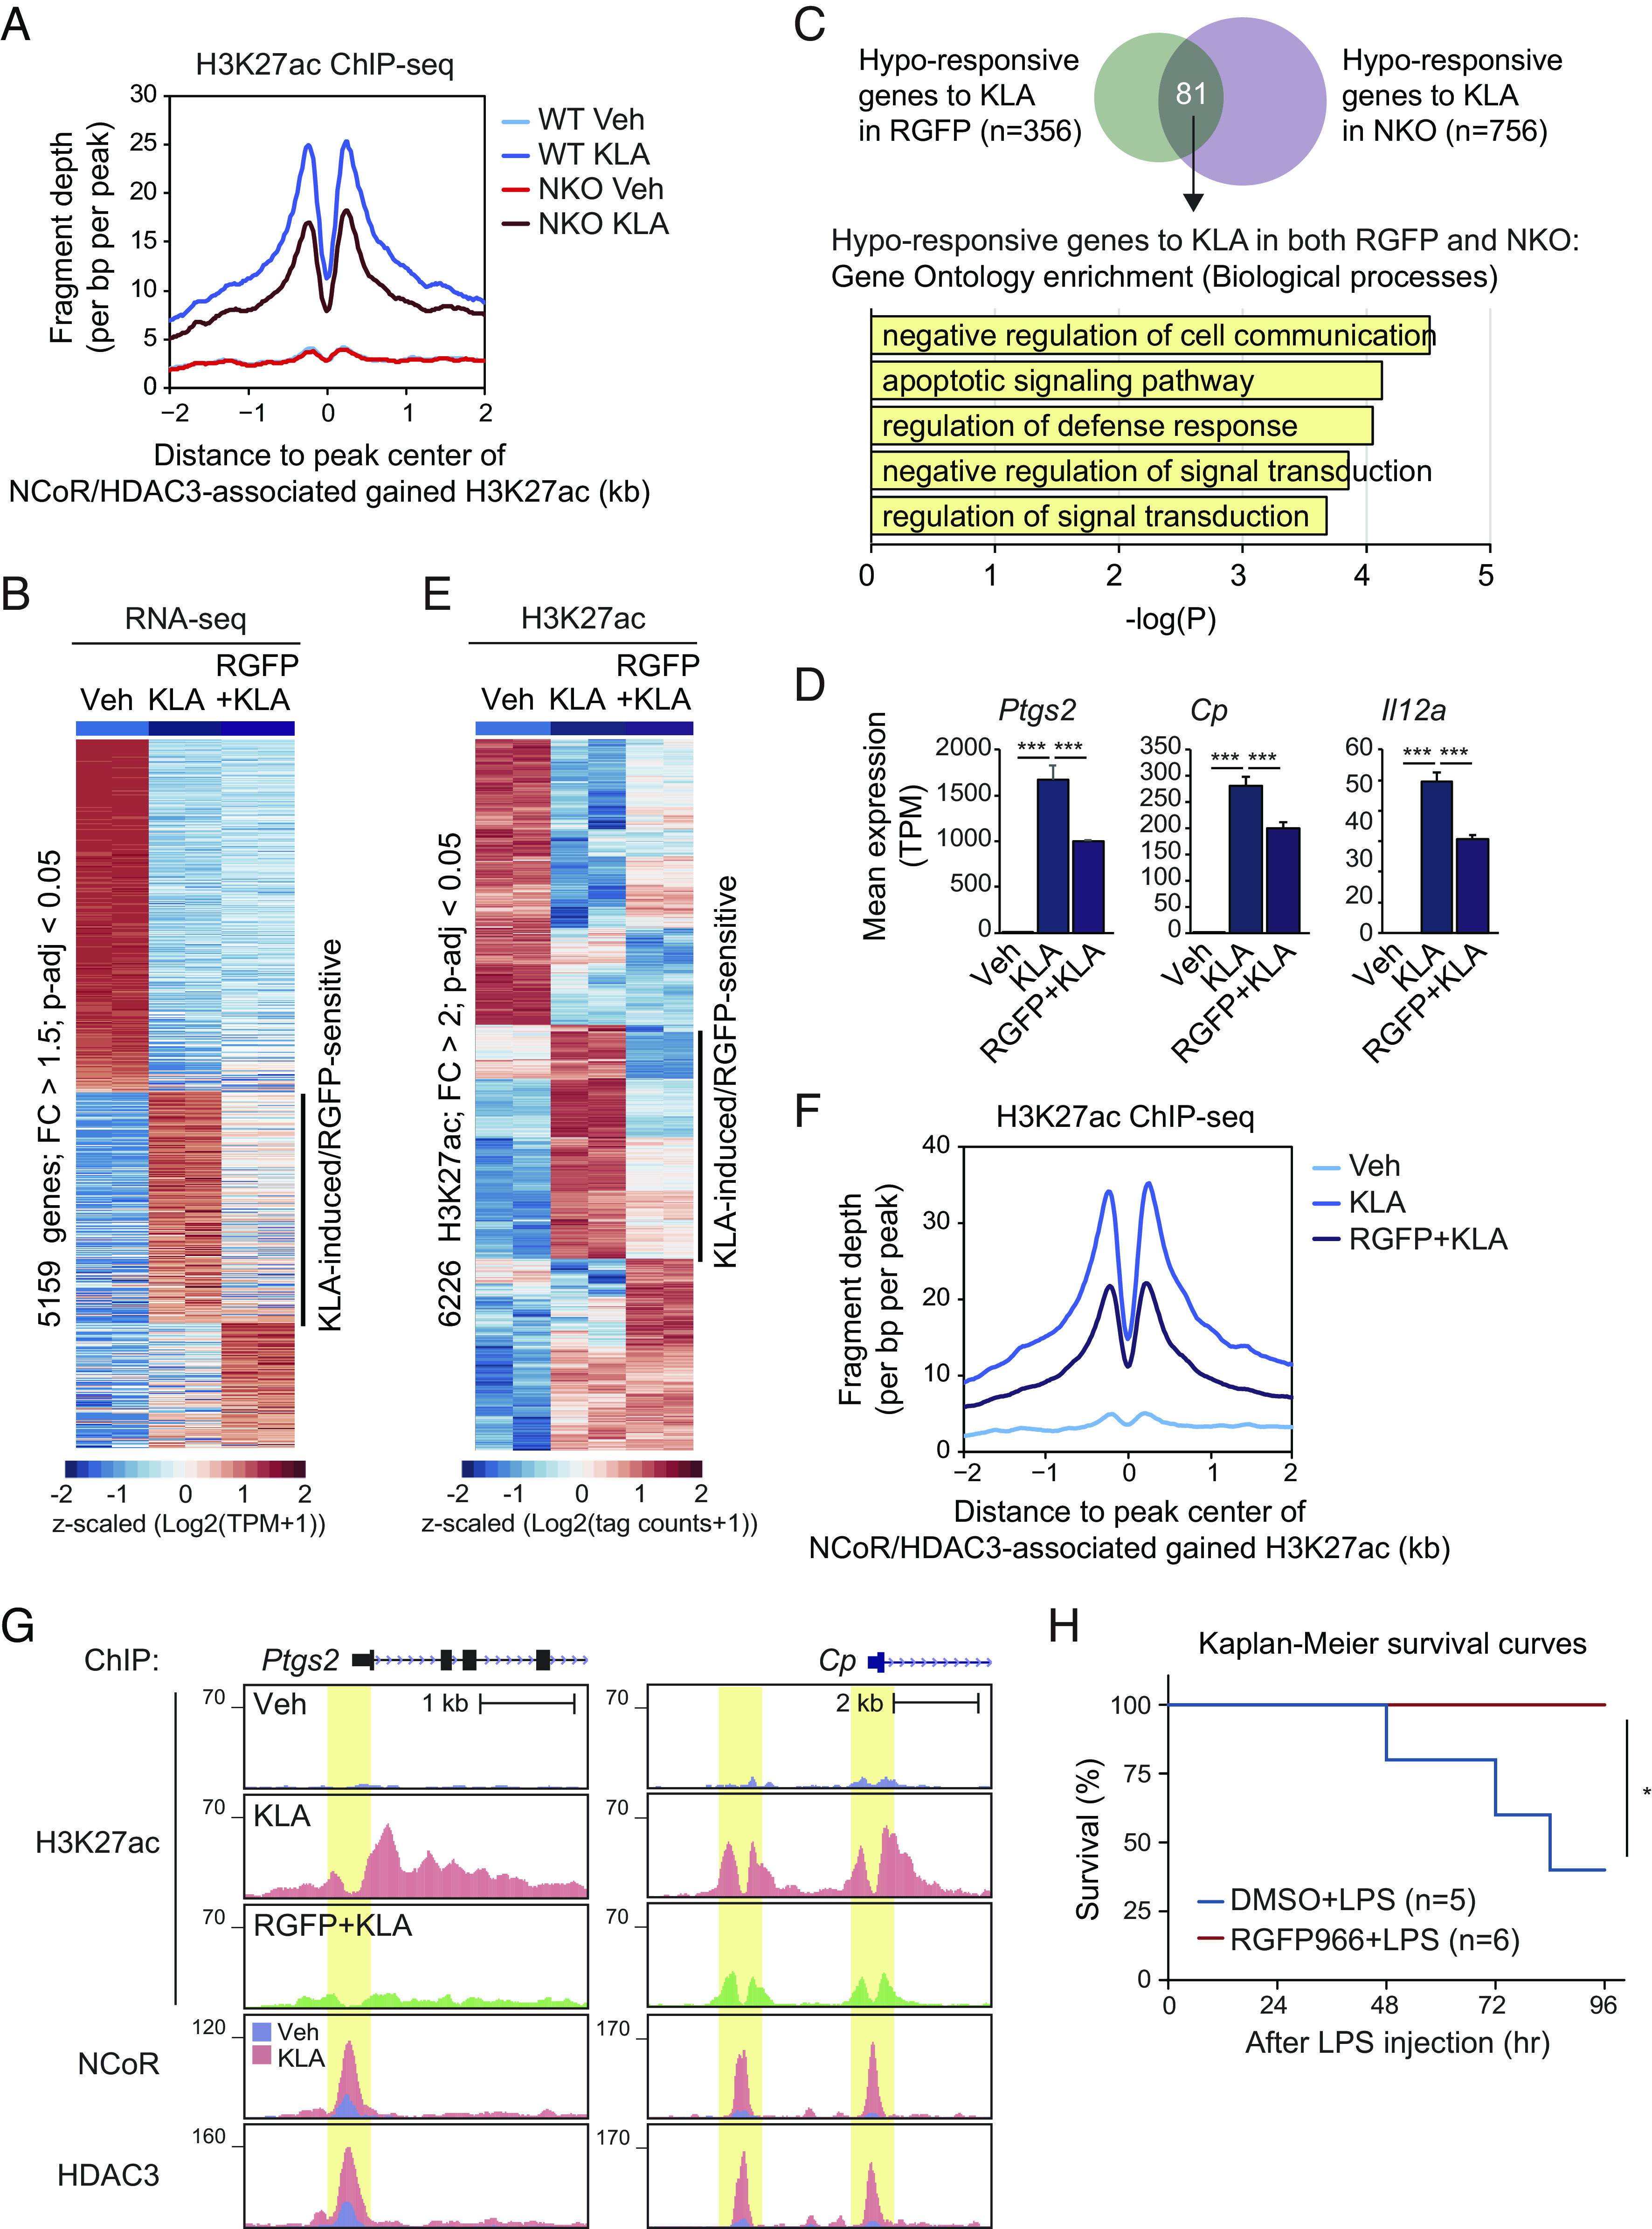
HDAC3 activity leads to TLR4-induced H3K27 acetylation. (*A*) Normalized distribution of H3K27ac tag density in WT and NKO at the vicinity of NCoR and HDAC3-associated gained H3K27ac peaks in WT at KLA (n = 779 in Fig. 2*A*). (*B*) Heatmap of differential gene expression (FC > 1.5, *P*-adj < 0.05) in WT cells treated with the combination of RGFP966 with KLA. (*C*) The overlap between hyporesponsive genes to KLA in RGFP966 treatment and in NKO (Fig. 1*B*) is shown by the Venn diagram. The significant gene ontology terms associated with the hyporesponsive genes (n = 81) are shown. (*D*) Bar plots for expression of *Ptgs2*, *Cp,* and *Il12a*. The significance symbols indicate statistical significance, ***P-adj < 0.001 reported by DESeq2 using the Benjamini–Hochberg method for the multiple-testing correction. (*E*) Heatmap of differential H3K27ac ChIP-seq IDR peaks associated with ATAC-seq IDR peaks at Veh in a 1,000-bp window (FC > 2, *P*-adj < 0.05). (*F*) Normalized distribution of H3K27ac tag density in Veh, KLA, and RGFP966 + KLA conditions at the vicinity of NCoR and HDAC3-associated gained H3K27ac peaks in WT at KLA (n = 779 in Fig. 2*A*). (*G*) Genome browser tracks of H3K27ac, NCoR, and HDAC3 ChIP-seq peaks in the vicinity of the *Ptgs2* and *Cp* loci in BMDMs at Veh, KLA, and the combination of RGFP966 with KLA. Yellow shading: KLA-induced/RGFP966-sensitive peaks. (*H*) Kaplan–Meier survival curves of wild-type mice subjected to 6 mg/kg LPS by intraperitoneal injection with pretreatment of either vehicle control (10% DMSO) or 10 mg/kg RGFP966. *P < 0.05 calculated using a Mantel–Cox test. Please see also *SI Appendix*, Fig. S3.

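Open chromatin was profiled by ATAC-seq, in which a transposase inserts sequencing adapters into accessible DNA, in WT BMDMs at Veh, after 6 h of 100 ng/mL KLA, and after the combination of RGFP966 with KLA, with 2 libraries per condition. RGFP966 was added with the serum starvation that preceded KLA, at a concentration that the paper's methods write as 5 mM. For the third pair of libraries, the sample titles name RGFP966 and the treatment entry of the labels names only KLA, and these libraries are taken here as RGFP966 + KLA, as in Fig. 3. The paper's text does not say whether the 2 ATAC-seq libraries of a condition came from separate mice or cultures. The authors called IDR peaks in each condition, merged the 3 sets of peaks on the mm10 genome, and deposited the raw tags of each library in each of the 9698 merged peaks, without normalization. The Veh libraries held 128949 and 121106 tags in peaks out of 6247529 and 8629356 tags in all. The KLA libraries held 187022 and 116733 tags in peaks out of 10645261 and 8114959, and the RGFP966 + KLA libraries held 202523 and 194208 out of 11005917 and 10810227. The median peak had 11 and 10 tags in the Veh libraries, 16 and 10 in the KLA libraries, and 17 in each RGFP966 + KLA library. For every merged peak the deposited table lists the IDR sets that it came from. By these lists, the set at Veh held 4743 peaks, the set at KLA 5092 and the set at RGFP966 + KLA 7869. Of the 4743 peaks at Veh, 2753 were also in both other sets, 292 were shared with KLA only, 898 were shared with RGFP966 + KLA only, and 800 were found at Veh alone. The remaining 4955 merged peaks were not in the Veh set, and 2908 of them were found with RGFP966 + KLA alone. The RGFP966 + KLA libraries also had the most tags in peaks. In Fig. 3E, the paper takes the ATAC-seq IDR peaks at Veh as the regions around which H3K27ac tags are compared, and states that KLA-induced H3K27ac peaks were reduced by RGFP966. The H3K27ac tags were not analysed here.

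**Figure D1:**
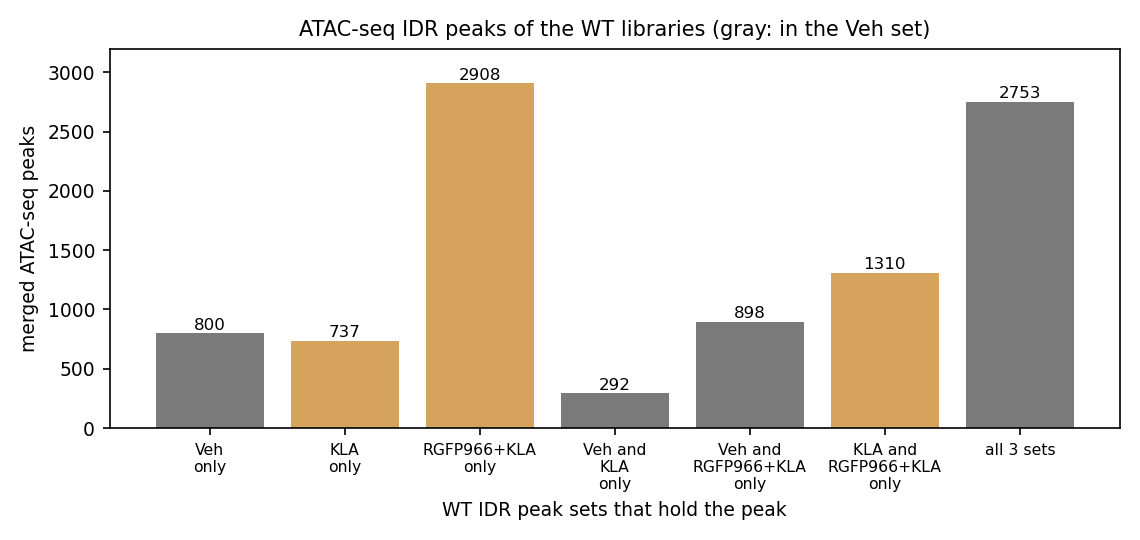
Number of merged ATAC-seq peaks of the WT libraries (y axis) by the IDR peak sets that hold them (x axis), as the deposited table lists them, with peaks of the Veh set in gray. Peaks found only with RGFP966 + KLA (2908) and peaks of all 3 sets (2753) are the most numerous classes.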

### Signal-Specific Assembly and Function of NCoR/HDAC3/PGC1β Complexes.

In our prior studies, treatment of macrophages with RANKL promoted the interaction of NCoR/HDAC3 complexes with PGC1β, converting NCoR from a corepressor to a coactivator of gene transcription (19). The requirement of NCoR for full activation of gene expression by RANKL and KLA, but not for activation of gene expression by poly I:C, IFNβ and IL4 (Fig. 1*A*), suggested signal specificity in the mechanisms promoting NCoR/HDAC3/PGC1β interaction. To investigate this possibility, we treated BMDMs with vehicle or each of these ligands, immunoprecipitated PGC1β, and evaluated its state of acetylation and interaction with NCoR and HDAC3 by immunoblotting (Fig. 4*A*). Treatment of BMDMs with KLA or RANKL resulted in interaction of PGC1β with NCoR/HDAC3 and its deacetylation (Fig. 4*A*, compare lanes 4 and 5 or 7), in agreement with prior studies (19). The HDAC3-specific inhibitor RGFP966 prevented KLA- and RANKL-dependent deacetylation of PGC1β, but not its interaction with NCoR/HDAC3 (Fig. 4*A*). In contrast, stimulation of macrophages with IFNβ, IL4 or poly I:C did not promote interaction of PGC1β with NCoR or HDAC3 or its deacetylation (Fig. 4*A*, compare lanes 4 and 9, 11 or 13). These findings indicated that the assembly of NCoR/HDAC3/PGC1β complexes is signal-specific.

**Fig. 4.**
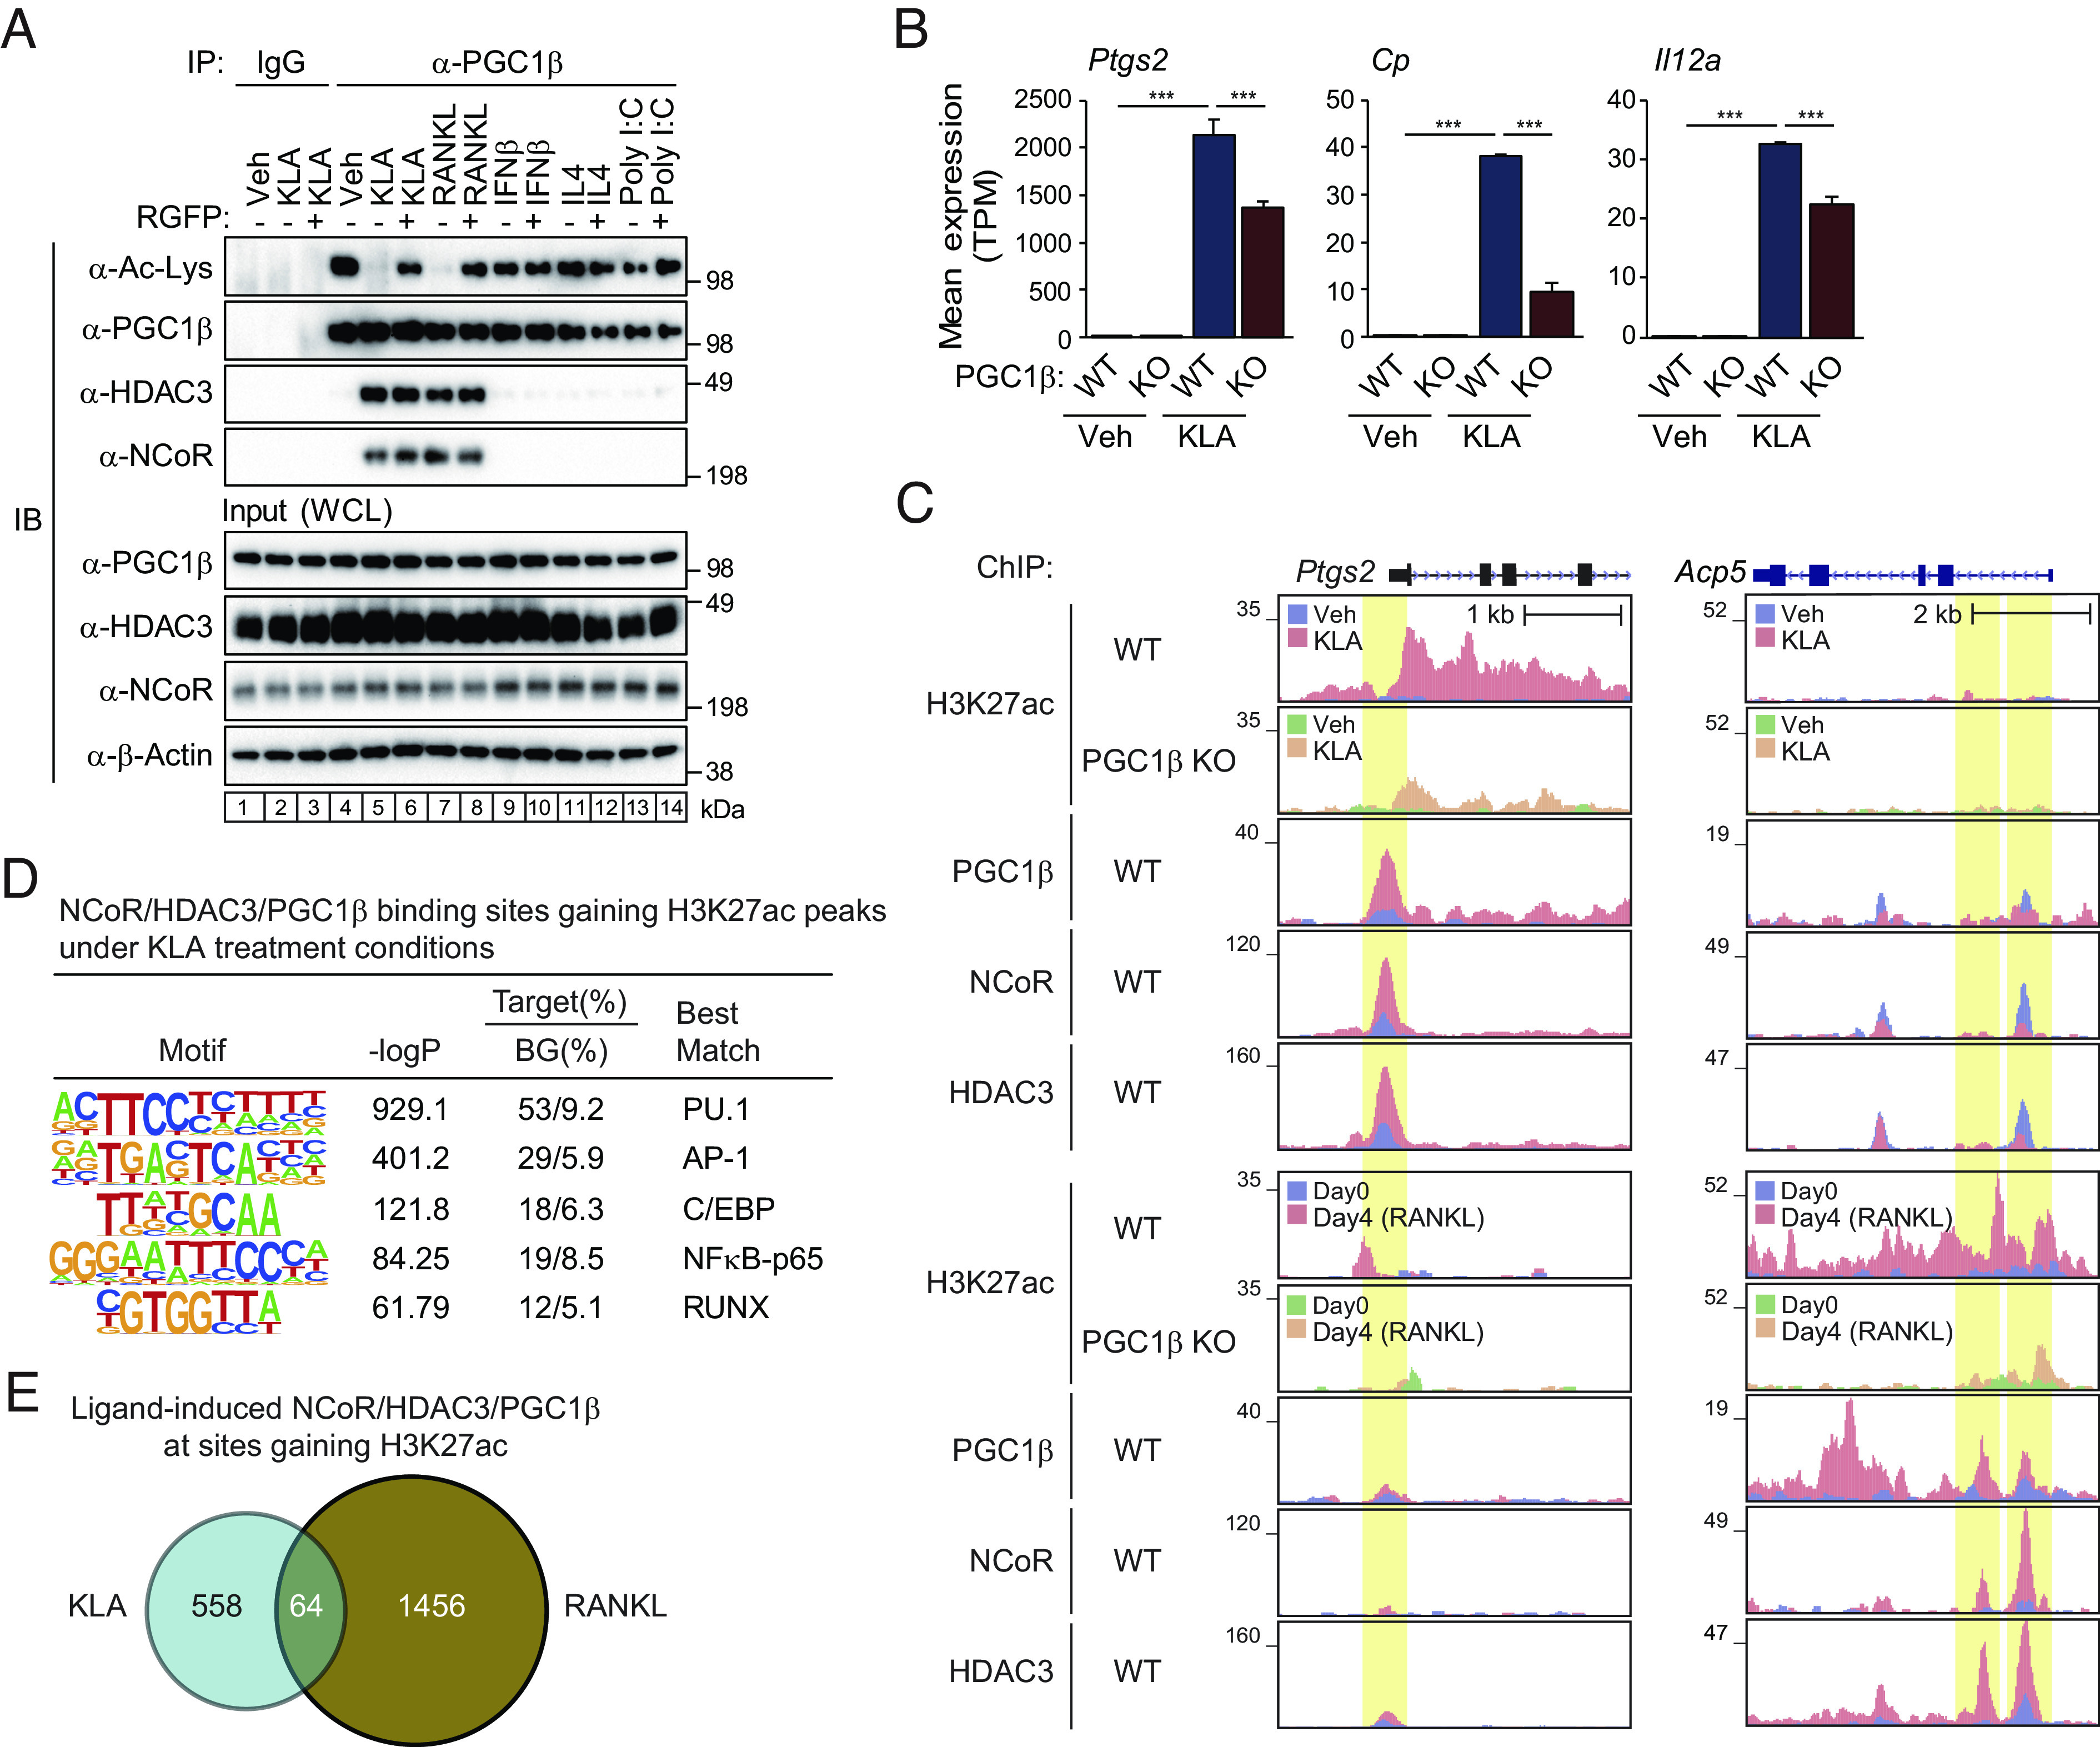
Signal-specific assembly and function of NCoR/HDAC3/PGC1β complexes. (*A*) Immunoblot (IB) analysis showing acetylated PGC1β and interaction of PGC1β with NCoR/HDAC3 complex. BMDMs were treated with or without each ligand in the presence or absence of RGFP966, and then, the whole-cell lysates were subjected to immunoprecipitation (IP) using anti-PGC1β antibody and IB analysis with antiacetylated lysine, PGC1β, HDAC3, or NCoR antibody. Uncropped images of the blots are shown in *SI Appendix*, Fig. S7. (*B*) Bar plots for expression of *Ptgs2*, *Cp,* and *Il12a* in *Pgc1b^f/f^* (WT) and *Pgc1b^f/f^ LysM-Cre* (KO) BMDMs treated with or without KLA. The significance symbols indicate statistical significance, ***P-adj < 0.001 reported by DESeq2 using the Benjamini–Hochberg method for the multiple-testing correction. (*C*) Genome browser tracks of H3K27ac, PGC1β, NCoR, and HDAC3 ChIP-seq peaks in the vicinity of the *Ptgs2* and *Acp5* loci. Yellow shading: lost H3K27ac by PGC1β KO at KLA- (*Top*) or RANKL- (*Bottom*) induced NCoR, HDAC3 and PGC1β binding regions. (*D*) De novo motif enrichment analysis of NCoR/HDAC3/PGC1β binding sites gaining H3K27ac peaks under KLA treatment conditions (n = 1,486 in *SI Appendix*, Fig. S4*D*) using a GC-matched genomic background. (*E*) The overlap between KLA- and RANKL-induced NCoR/HDAC3/PGC1β peaks at sites gaining H3K27ac peaks is shown by the Venn diagram. Please see also *SI Appendix*, Fig. S4.

To establish the dependence of TLR4-induced gene expression on PGC1β, we crossed *LysM-Cre* mice to homozygous floxed PGC1β (*Pgc1b^f/f^* ) mice (29) (*SI Appendix*, Fig. S4*A*), and used BMDMs for RNA-seq and H3K27ac ChIP-seq studies. The expression of NCoR/HDAC3-dependent KLA-induced genes (e.g., *Ptgs2*, *Cp,* and *Il12a*) was reduced in BMDMs from *Pgc1b^f/f^ LysM-Cre* (PGC1β KO) mice (Fig. 4*B*). In accordance with these findings, the lack of PGC1β suppressed KLA-induced H3K27ac at NCoR/HDAC3/PGC1β-bound genomic regions, exemplified at the *Ptgs2* and *Cp* genes (Fig. 4*C* and *SI Appendix*, Fig. S4*B*). To investigate whether PGC1β colocalizes with NCoR and HDAC3 at KLA-activated enhancers and promoters, we evaluated its genome-wide locations under control and KLA treatment conditions. ChIP-sequencing experiments revealed ~33,000 high-confidence PGC1β binding sites in BMDMs under control conditions (*SI Appendix*, Fig. S4*C*). KLA treatment led to increased binding at >12,300 sites (*SI Appendix*, Fig. S4*C*). Intersection of PGC1β binding sites under KLA treatment conditions with the 2,247 regions of open chromatin exhibiting >twofold increases in H3K27ac indicated that 1,486 (66%) were also occupied by the combination of NCoR and HDAC3 (*SI Appendix*, Figs. S2*C* and S4*D*). These locations were enriched for PU.1, AP-1, CCAAT-enhancer-binding protein (C/EBP) and NFκB-p65 recognition motifs (Fig. 4*D*). In contrast, this combination was only observed at 648 (32%) of the 2,023 regions of open chromatin exhibiting >twofold decreases in H3K27ac (*SI Appendix*, Figs. S2*C* and S4*E*), which were enriched for binding sites for PU.1, AP-1 and C/EBP but not NFκB-p65 (*SI Appendix*, Fig. S4*F*). These findings are consistent with TLR4-dependent assembly of PGC1β/NCoR/HDAC3 complexes with coactivator function at specific genomic loci, analogous to those previously described in response to RANKL (19).

Although RANKL and KLA both promote the assembly of NCoR/HDAC3/PGC1β complexes that localize to sites of NFκB binding, the genes that are activated by these ligands are mostly different, promoting osteoclast development or innate immune responses, respectively. To investigate whether these complexes are directed to different genomic locations in a signal-specific manner, we compared their binding sites at locations gaining H3K27ac in response to RANKL or KLA. Interestingly, although the NCoR/HDAC3/PGC1β complexes under KLA or RANKL treatment conditions commonly existed on active gene elements enriched for AP-1 and NFκB-p65 binding motifs (Fig. 4*D*) (19), only ~10% of these regions were in common (Fig. 4*E*). Examples of RANKL-specific induction of NCoR/HDAC3/PGC1β complexes are provided by *Acp5* and *Ocstamp*, in contrast to the KLA-specific induction at *Ptgs2* and *Cp* (Fig. 4*C* and *SI Appendix*, Fig. S4*B*). De novo motif enrichment analysis of KLA-specific locations in comparison to RANKL-specific locations revealed strong enrichment of IRF1 motifs in the KLA-specific locations (*Top*, *SI Appendix*, Fig. S4 *G*), consistent with activation of IRF transcription factors in response to TLR4 signaling but not RANK signaling. Conversely, BATF/AP-1 motif was strongly enriched in RANKL-specific locations, suggesting critical roles of ATF/AP-1 factors in modulating NCoR/HDAC3/PGC1β complexes downstream of RANK (*Bottom*, *SI Appendix*, Fig. S4 *G*).

### NCoR/HDAC3/PGC1β Complexes Contain the Histone Acetyltransferase p300.

The requirement of PGC1β for KLA-induced histone acetylation exemplified at the *Ptgs2* and *Cp* loci (Fig. 4*C* and *SI Appendix*, Fig. S4*B*) and at a genome-wide level (Fig. 5*A*) suggested that NCoR/HDAC3/PGC1β complexes acquire a histone acetyltransferase (HAT) activity in a signal-dependent manner. Consistent with this, PGC1β complexes acquired HAT activity in response to KLA and RANKL, but not IFNβ, IL4 or poly I:C (Fig. 5*B*). In agreement with these findings, KLA treatment markedly increased the interaction of PGC1β with the histone acetyltransferase p300 in conjunction with the p65 component of NFκB (Fig. 5*C*). The finding of HAT activity and p300 in NCoR complexes raised the question as to whether p300 is colocalized with these complexes on DNA. Genome-wide location analyses of p300 in BMDMs indicated KLA treatment led to increased binding at >29,000 sites (*SI Appendix*, Fig. S5*A*), whereas RANKL treatment led to increased binding at >17,000 sites (*SI Appendix*, Fig. S5*B*), which were significantly enriched for binding motifs for AP-1 and NFκ-p65 (*SI Appendix*, Fig. S5 *C* and *D*). Of the genomic regions at which KLA or RANKL treatment induced NCoR/HDAC3/PGC1β and H3K27ac, more than 85% were also bound by p300 (*SI Appendix*, Fig. S5 *E* and *F*), exemplified by *Ptgs2* and *Cp* (Fig. 5*D*). Collectively, these findings indicate that among the ligands tested, KLA and RANKL selectively promote the conversion of NCoR/HDAC3 corepressor complexes to NCoR/HDAC3/PGC1β/p300 coactivator complexes that are required for acetylation of H3K27.

**Fig. 5.**
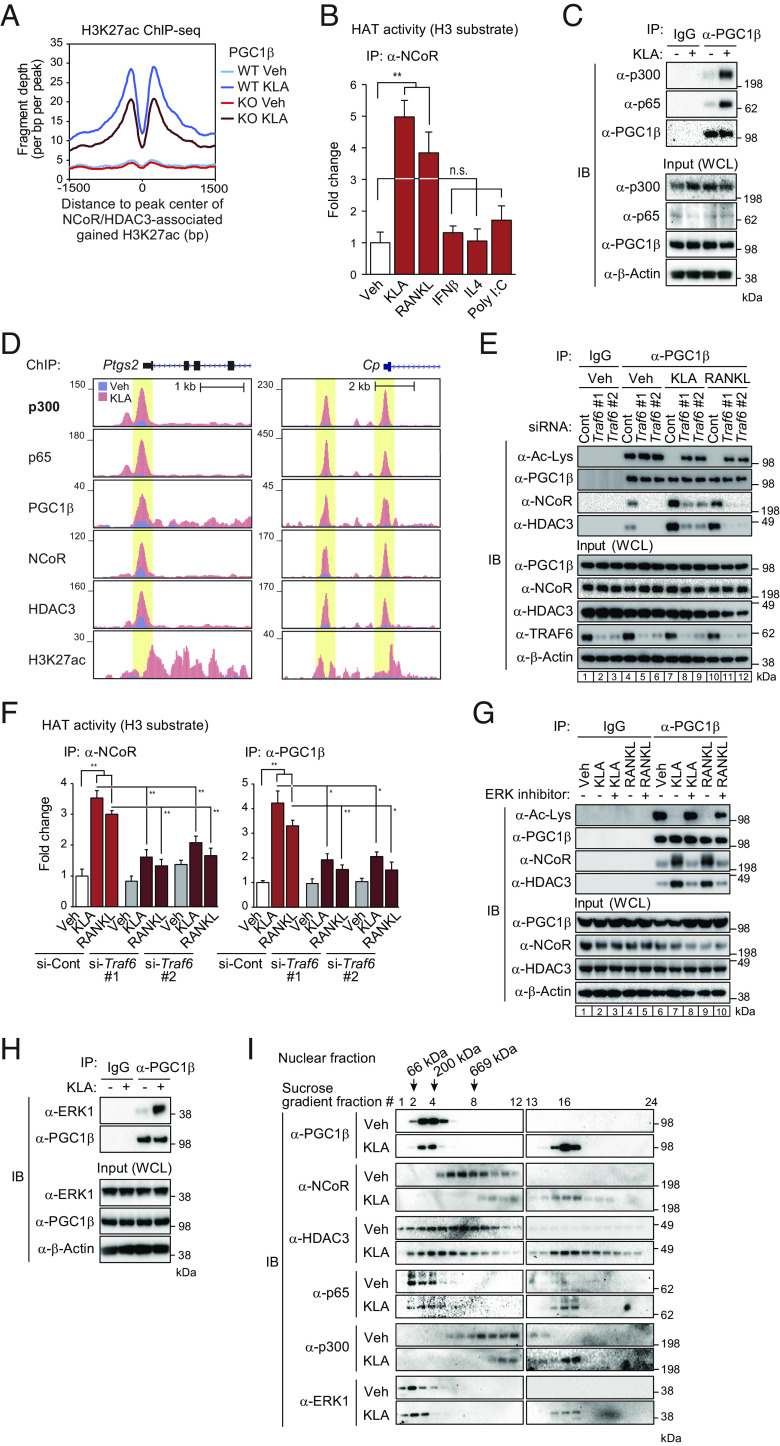
TRAF6-ERK1 signaling is required for PGC1β interaction with NCoR/HDAC3 complex. (*A*) Normalized distribution of H3K27ac ChIP-seq tag density in *Pgc1b^f/f^* (WT) and *Pgc1b^f/f^ LysM-Cre* (KO) BMDMs at the vicinity of NCoR and HDAC3-associated gained H3K27ac peaks in WT under KLA conditions (n = 779 in Fig. 2*A*). (*B*) Histone acetyltransferase (HAT) activity of immunoprecipitated NCoR protein in whole-cell lysates from BMDMs treated with or without each ligand was measured in the presence of acetyl-CoA and histone H3 substrate. Data are mean ± SD (n = 3 biological replicates). Student’s *t* test was performed for comparisons. **P < 0.01 was considered statistically significant. (*C*) Immunoblot (IB) analysis showing the interaction of PGC1β with p300 or NFκB-p65 in BMDMs treated with or without KLA. The whole-cell lysates were subjected to immunoprecipitation (IP) using anti-PGC1β antibody and IB analysis with anti-p300, p65, or PGC1β antibody. (*D*) Genome browser tracks of p300, p65, PGC1β, NCoR, HDAC3, and H3K27ac ChIP-seq peaks in the vicinity of the *Ptgs2* and *Cp* loci in BMDMs at Veh and KLA. Yellow shading: KLA-induced peaks. (*E*) IB analysis showing acetylated PGC1β and interaction of PGC1β with NCoR/HDAC3. Control or *Traf6* siRNA-transduced BMDMs were treated with or without KLA or RANKL, and then, the whole-cell lysates were subjected to IP using anti-PGC1β antibody and IB analysis with antiacetylated lysine, PGC1β, NCoR, or HDAC3 antibody. (*F*) HAT activity of immunoprecipitated NCoR (*Left*) or PGC1β (*Right*) protein in whole-cell lysate from control or *Traf6* siRNA-transduced BMDMs treated with or without KLA or RANKL was measured in the presence of acetyl-CoA and histone H3 substrate. Data are mean ± SD (n = 3 biological replicates). ANOVA was performed followed by Tukey’s post hoc comparison. *P < 0.05 and **P < 0.01 were considered statistically significant. (*G*) IB analysis showing acetylated PGC1β and interaction of PGC1β with NCoR/HDAC3. BMDMs were treated with or without KLA or RANKL in the presence or absence of ERK inhibitor (LY3214996), and then, the whole-cell lysates were subjected to IP using anti-PGC1β antibody and IB analysis with antiacetylated lysine, PGC1β, NCoR, or HDAC3 antibody. (*H*) IB analysis showing the interaction of PGC1β with ERK1 in BMDMs treated with or without KLA. The whole-cell lysates were subjected to IP using anti-PGC1β antibody and IB analysis with anti-ERK1 or PGC1β antibody. (*I*) 10 to 30% sucrose density gradient centrifugation was performed on nuclear fractions from BMDMs treated with or without KLA. All fractions (1 to 24, top to bottom) were subjected to IB analysis with anti-PGC1β, NCoR, HDAC3, p65, p300, or ERK1 antibody. The molecular weight standards are indicated at the top of the panel; 66 kDa, bovine serum albumin; 200 kDa, β-amylase; 669 kDa, thyroglobulin. Uncropped images of the blots (*C*, *E*, *G*, *H*, and *I*) are shown in *SI Appendix*, Figs. S7 and S8. Please see also *SI Appendix*, Fig. S5.

### TRAF6-ERK1 Signaling Is Required for PGC1β Interaction with NCoR/HDAC3 Complex.

A distinguishing feature of signaling downstream of TLR4 and RANK in comparison to TLR3, IL4, and IFNβ in myeloid cells is the utilization of TRAF6 (30, 31). To investigate a potential role of TRAF6 in regulating the interaction of PGC1β with the NCoR/HDAC3 complex, independent short interfering RNAs (siRNAs) specifically targeting *Traf6* were transduced into BMDMs to knockdown TRAF6 expression. Notably, the ligand-induced complex formation of PGC1β with NCoR/HDAC3 was suppressed by TRAF6 knockdown in concert with the reduction of PGC1β deacetylation (Fig. 5*E*, compare lanes 7 and 8/9, or 10 and 11/12). Consistent with this, TRAF6 knockdown also suppressed the ligand-induced HAT activities associated with NCoR/HDAC3/PGC1β complexes (Fig. 5*F*). TLR4 agonists induce the ubiquitination of TRAF6, which has been reported to be essential for MAPK/ERK activation (32) and RANKL-induced osteoclast differentiation via TRAF6 has been shown to be dependent on ERK1/2 and NFκB activation (33). To investigate a potential role of ERK activation in NCoR/HDAC3/PGC1β complex formation, PGC1β was immunoprecipitated in BMDMs treated with or without ERK inhibitor and subject to immunoblotting. ERK inhibitor suppressed the interaction between PGC1β and NCoR/HDAC3 accompanied by reduced deacetylation in PGC1β (Fig. 5*G*, compare lanes 7 and 8, or 9 and 10), suggesting TRAF6-ERK signaling is necessary to establish NCoR/HDAC3/PGC1β complex for transcriptional activation. Interestingly, PGC1β interacted with ERK1 in response to KLA treatment (Fig. 5*H*).

To examine the properties of NCoR, HDAC3, and PGC1β protein complexes in nuclear fractions of macrophages treated with or without KLA, we performed sucrose density gradient centrifugation and analyzed gradient fractions by immunoblotting. In vehicle conditions, PGC1β was primarily found in low molecular weight fractions 2 to 5. In contrast, both NCoR and HDAC3 were observed in fractions 5 to 12, consistent with previously described NCoR/HDAC3 corepressor complexes (2–4). Following treatment with KLA for 6 h, substantial portions of NCoR, HDAC3, and PGC1β shifted to higher-molecular-weight fractions, with cosedimentation of all three proteins in fractions 15 to 17 (Fig. 5*I*), consistent with the signal-dependent induction of a distinct stable NCoR/HDAC3/PGC1β complex (Fig. 4*A*). The protein size of the NCoR/HDAC3/PGC1β complex established by TLR4 signaling is estimated to be ~2 MDa, consistent with that observed in response to RANK signaling (19). In addition, significant portions of NFκB-p65, p300, and ERK1 cosedimented with NCoR/HDAC3/PGC1β complexes in fraction 15-17 in response to KLA treatment (Fig. 5*I*), consistent with KLA-dependent interaction of PGC1β with p65, p300 and ERK1 (Fig. 5 *C* and *H*).

### ERK Activity Is Required for KLA-Induced NCoR Recruitment to Active Genes.

The finding of ERK1 in stable NCoR/HDAC3/PGC1β complexes (Fig. 5 *H* and *I*) raised the question as to whether it is retained in these complexes on DNA. Genome-wide location analyses of ERK1 in BMDMs indicated KLA treatment led to increased binding at >13,000 sites (Fig. 6*A*), whereas RANKL treatment led to increased binding at >9,600 sites (*SI Appendix*, Fig. S6*A*), which were significantly enriched for binding motifs for AP-1 and NFκB-p65 (Fig. 6*B* and *SI Appendix*, Fig. S6*B*). ERK1, PGC1β, NFκB-p65, and the AP-1 factor Fosl2 were colocalized at more than 8,000 (Fig. 6*C*) and 2,700 (*SI Appendix*, Fig. S6*C*) genomic regions under KLA and RANKL conditions, respectively. 52% of the 2247 regions (*SI Appendix*, Figs. S2*C* and S6*D*) and 19% of the 1,525 regions (*SI Appendix*, Fig. S6*E*) (19) of open chromatin exhibiting >twofold increases in H3K27ac under KLA and RANKL treatments, respectively showed the combination of ERK1 with NCoR/HDAC3/PGC1β, consistent with cosedimentation of all four proteins in high molecular weight fractions in a signal-dependent manner (Fig. 5*I*). Examples of these patterns are shown for *Ptgs2* and *Cp* under vehicle and KLA conditions (Fig. 6*D*). To investigate whether ERK activity would affect DNA binding of NCoR or PGC1β, we performed ChIP-seq for NCoR or PGC1β in BMDMs treated with KLA in the presence of ERK inhibitor. This revealed marked reduction in NCoR (*Top*, Fig. 6 *E*) depending on the treatment of ERK inhibitor but not PGC1β (*Bottom*, Fig. 6 *E*) at NCoR/HDAC3 binding sites exhibiting gain of H3K27ac in response to KLA, suggesting that KLA-induced recruitment of NCoR to active genes requires ERK activity.

**Fig. 6.**
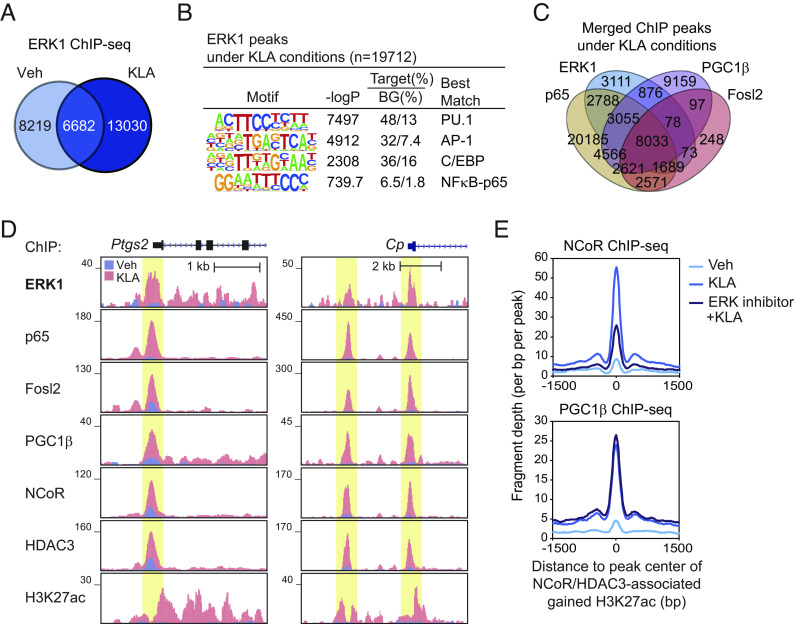
ERK activity is required for KLA-induced NCoR recruitment to active genes. (*A*) The overlap between IDR-defined ERK1 ChIP-seq peaks at Veh and KLA is shown by the Venn diagram. (*B*) De novo motif enrichment analysis of ERK1 peaks under KLA conditions (n = 19,712 in Fig. 6*A*) using a GC-matched genomic background. (*C*) The overlap between IDR-defined ERK1, PGC1β, p65, and Fosl2 ChIP-seq peaks under KLA conditions is shown by the Venn diagram. (*D*) Genome browser tracks of ERK1, p65, Fosl2, PGC1β, NCoR, HDAC3, and H3K27ac ChIP-seq peaks in the vicinity of the *Ptgs2* and *Cp* loci in WT at Veh and KLA. Yellow shading: KLA-induced peaks. (*E*) Normalized distribution of NCoR (*Top*) or PGC1β (*Bottom*) ChIP-seq tag density in BMDMs treated with or without KLA in the presence or absence of ERK inhibitor (LY3214996) at the vicinity of NCoR and HDAC3-associated gained H3K27ac peaks in WT under KLA conditions (n = 779 in Fig. 2*A*). Please see also *SI Appendix*, Fig. S6.

### TRAF6-TBK1 Cascade Accelerates HDAC3-Dependent PGC1β Deacetylation.

TBK1 is an important signaling hub downstream of TRAF6, which plays a pivotal role in innate immune response and inflammation through the NFκB signaling pathway (34, 35). It has been reported that TBK1 directly phosphorylates HDAC3 at Ser424 and promotes the deacetylase activity (36). To understand the relationship of TBK1 to HDAC3 activity in the presence or absence of TLR4 stimulation, BMDMs were treated with TBK1 inhibitor for 12 h before KLA stimulation, and then immunoprecipitated PGC1β or HDAC3 protein was subject to HDAC3 activity assays using a low-molecular-weight nonhistone substrate. KLA-induced HDAC3 activity in immunoprecipitated PGC1β protein was partially suppressed by TBK1 inhibitor (*Left*, Fig. 7 *A*). On the other hand, the activity of immunoprecipitated HDAC3 protein increased in the presence of KLA and TBK1 inhibitor completely reduced HDAC3 activity up to basal condition (*Right*, Fig. 7 *A*). Interestingly, although TBK1 inhibitor did not affect KLA-induced interaction of PGC1β with NCoR/HDAC3 complex, KLA-induced PGC1β deacetylation was partially diminished by TBK1 inhibitor (*Left*, Fig. 7 *B*, compare lanes 3 and 4). TBK1 inhibitor abolished KLA-induced HDAC3 phosphorylation (*Right*, Fig. 7 *B*, compare lanes 7 and 8), in agreement with the observation that TBK1 inhibitor suppressed the activity of immunoprecipitated HDAC3 protein (*Right*, Fig. 7 *A*). Furthermore, treatment of BMDMs with the combination of KLA and TBK1 inhibitor resulted in an attenuated activation of NCoR/HDAC3/PGC1β complex target genes such as *Ptgs2*, *Cp,* and *Il12a* (Fig. 7*C*), consistent with reduced deacetylation and activation of PGC1β (*Left*, Fig. 7 *B*).

**Fig. 7.**
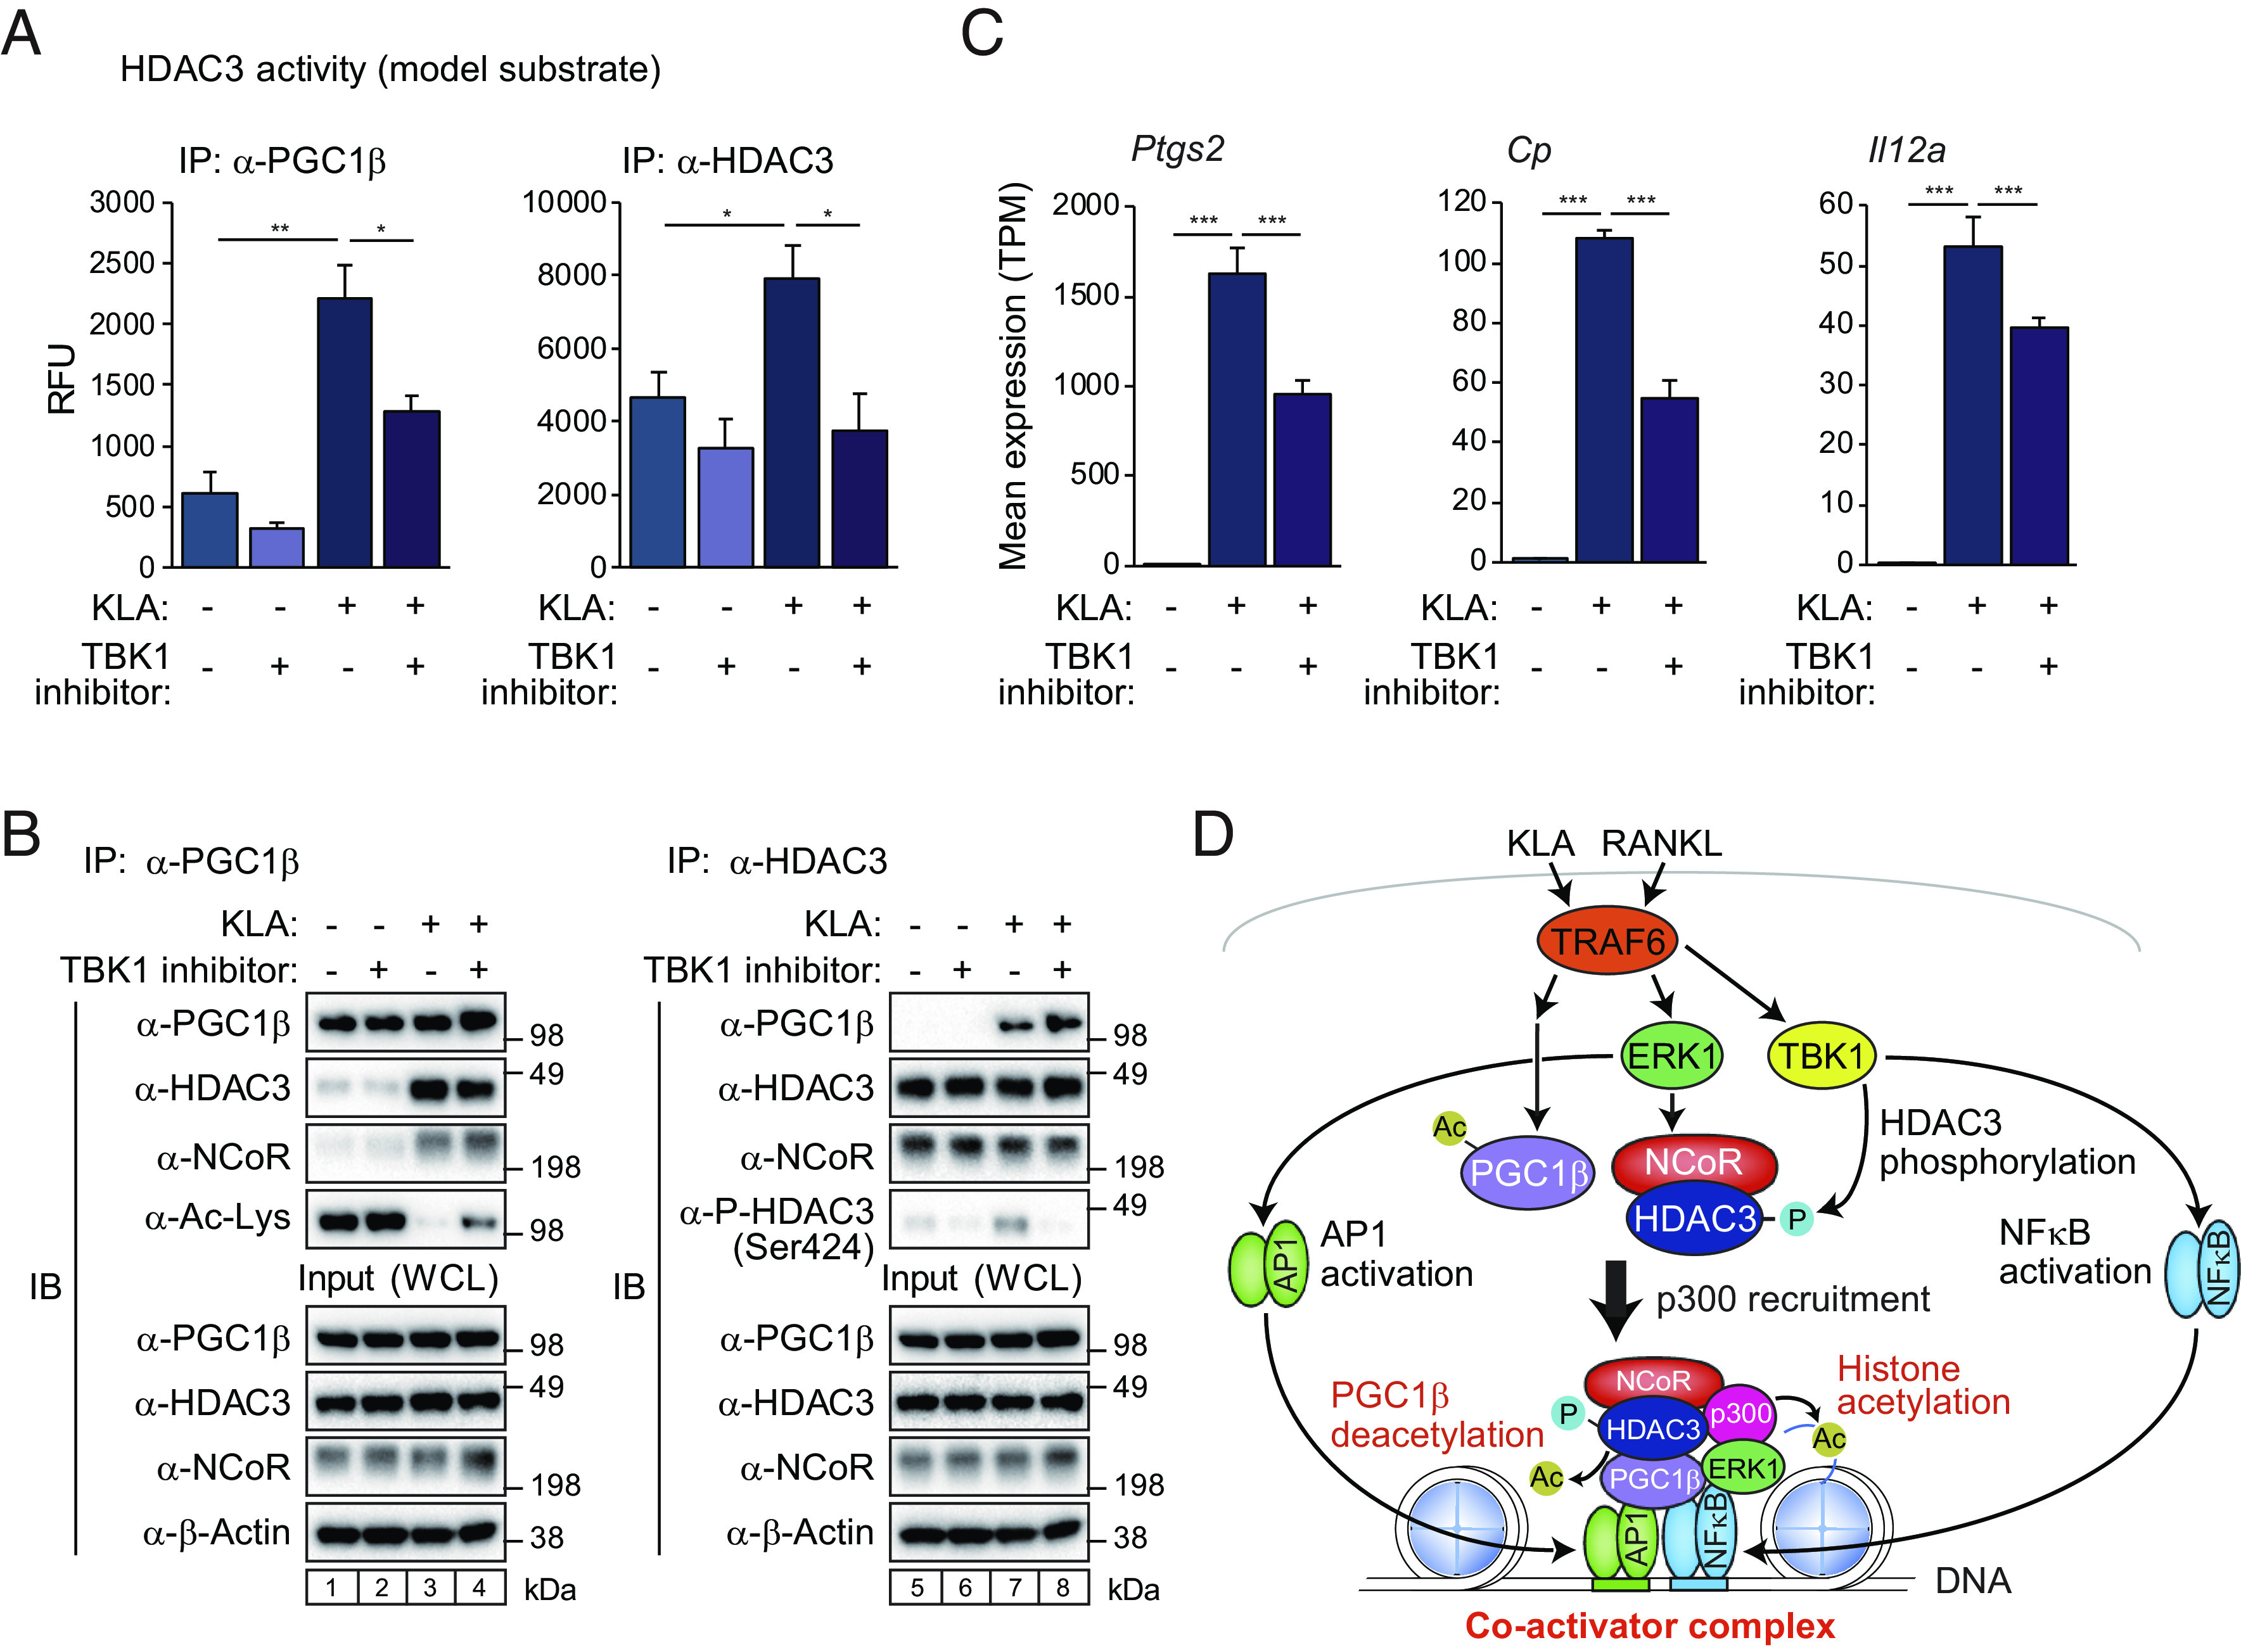
TRAF6-TBK1 cascade accelerates HDAC3-dependent PGC1β deacetylation. (*A*) HDAC3 deacetylase activity of immunoprecipitated PGC1β (*Left*) or HDAC3 (*Right*) protein in whole-cell lysate from BMDMs treated with or without KLA in the presence or absence of TBK1 inhibitor (GSK8612) was measured by the fluorescent signal of the enzymatically cleaved model substrates. Data are mean ± SD (n = 3 biological replicates). ANOVA was performed followed by Tukey’s post hoc comparison. *P < 0.05 and **P < 0.01 were considered statistically significant. (*B*) Immunoblot (IB) analysis showing acetylated PGC1β, phosphorylated HDAC3, and interaction of PGC1β with NCoR/HDAC3. BMDMs were treated with or without KLA, and then, the whole-cell lysates were subjected to immunoprecipitation (IP) using anti-PGC1β (*Left*) or HDAC3 (*Right*) antibody and IB analysis with antiacetylated lysine, phosphorylated HDAC3 (Ser424), PGC1β, NCoR, or HDAC3 antibody. Uncropped images of the blots are shown in *SI Appendix*, Fig. S9. (*C*) Bar plots for expression of *Ptgs2*, *Cp,* and *Il12a* in BMDMs treated with or without KLA in the presence or absence of TBK1 inhibitor (GSK8612). The significance symbols indicate statistical significance, ***P-adj < 0.001 reported by DESeq2 using the Benjamini–Hochberg method for the multiple-testing correction. (*D*) A schematic model. See the *Discussion* for details.

## Discussion

In concert, these studies identify a TLR4/TRAF6-dependent signaling pathway that converts NCoR from a corepressor of nuclear receptors to a coactivator of NFκB target genes that mediate inflammatory responses. Physiologic significance of this pathway is supported by the observation that myeloid-specific NCoR KO mice and mice treated with the HDAC3-specific inhibitor RGFP966 exhibit reduced mortality in response to LPS-induced septic shock in vivo. On the other hand, a pan-HDAC inhibitor (SAHA) enhanced toxicity in LPS-injected mice (14), which may reflect the fact that SAHA is more effective at blocking other class I HDACs (HDAC1, 2, and/or 8) rather than HDAC3 (37). The present findings also provide an additional mechanism to explain the insulin-sensitive phenotype of myeloid-specific NCoR KO mice beyond derepression of LXR target genes that promote the synthesis of anti-inflammatory fatty acids (12).

Analysis of the responses of wild type and NCoR KO macrophage to KLA, poly I:C, IL4, IFNβ and RANKL, revealed that NCoR was selectively required for normal TLR4- and RANK-induced gene expression. This pattern of ligand dependency was traced to the common utilization of TRAF6 by TLR4 and RANK. We propose a model in which TLR4 or RANK activation of TRAF6 initiates a bifurcated kinase cascade that coordinately regulates distinct steps mediating corepressor to coactivator conversion. The TRAF6-ERK signal establishes NCoR/HDAC3/PGC1β complex formation and recruitment of the p300 histone acetyltransferase. In parallel, the TRAF6-TBK1 signal enhances HDAC3 activity required for PGC1β deacetylation (Fig. 7*D*). Interaction of PGC1β with the NCoR/HDAC3 complex prevents HDAC3 from deacetylating H3K27ac as we reported before (19). This combination of events results in local histone acetylation and gene activation, rather than histone deacetylation and gene repression.

Although TLR4 and RANK both couple to TRAF6 to drive NCoR/HDAC3/PGC1β complex formation, the genomic destinations of these factors associated with active enhancers and promoters are almost completely unique, consistent with the divergent programs of gene transcription driven by each receptor. De novo motif enrichment analyses of these signal-specific binding sites suggest that the induction of alternative collaborative transcription factors, including IRFs in the case of TLR4 and BATF factors downstream of RANK, are drivers of this specificity (*SI Appendix*, Fig. S4*G*). In addition, previous studies of RANK-induced complex formation identified essential roles of noncoding RNAs including *Dancr* and *Rnu12* (19). It will be of interest to determine whether distinct noncoding RNAs mediate NCoR/HDAC3/PGC1β complex formation in response to TLR4 signaling or influence the genomic binding sites of these complexes.

We also note that the present findings are consistent with the previously reported NCoR-independent role of HDAC3 as a coactivator of TLR4-induced genes independent of its catalytic activity based on recruitment by ATF2 (14) and the presence of a fraction of the nuclear pool of HDAC3 that is not associated with NCoR in complexes defined by density gradient centrifugation (Fig. 5*I*). Although the focus of the present studies was on the role of NCoR as a coactivator of TLR4 responsive genes, ~1,300 mRNAs exhibit increased expression in the context of KLA treatment of NCoR KO macrophages (Fig. 1*A*), consistent with a parallel role of TLR4 signaling in amplifying the corepressor activity of NCoR. Studies of the deacetylase-dependent roles of HDAC3 in repression of gene expression downstream of TLR4 implicated ATF3 as a transcription factor important for recruitment of NCoR/HDAC3 complexes mediating histone deacetylation (14). Based on the previously reported genome-wide localization of ATF3 in LPS-treated macrophages, we find that while there is some overlap with Fosl2 at sites of TLR4-induced NCoR binding, most of the ATF3 and Fosl2 binding sites are distinct (*SI Appendix*, Fig. S2*D*), consistent with divergent roles in mediating NCoR corepression and coactivation, respectively.

The present findings raise the possibility that NCoR/HDAC3/PGC1β complexes function as coactivators downstream of other pathways that utilize TRAF6 and/or ERK and have implications for the therapeutic applications of recently developed HDAC3-specific inhibitors in inflammatory and metabolic diseases. BRAF (also referred to as proto-oncogene B-Raf) encoding a serine/threonine kinase regulates the ERK signal transduction pathway. The V600E mutation constitutively activates ERK signaling, which has been identified in melanoma (38, 39), Langerhans cell histiocytosis (LCH) (40, 41), and hairy cell leukemia (42, 43). A recent study reported that the combination of BRAF inhibitors with a HDAC3 inhibitor is dramatically efficacious against various subtypes of melanoma with BRAF mutation (44), suggesting that NCoR/HDAC3 recruitment may contribute to oncogene activation under massive ERK activation in V600E-mutated cells. In LCH patients, giant osteoclast-like multinucleated cells have been observed in osseous and nonosseous lesions (45) and often lead to low bone density (46). Since NCoR/HDAC3/PGC1β complexes activate osteoclast-related genes (e.g., *Acp5* and *Ocstamp*) downstream of the RANK-TRAF6-ERK signal pathway, the constitutive activation of ERK signal in V600E-mutated cells may be associated with NCoR/HDAC3/PGC1β-induced osteoclastogenesis.

Based on the absence of PGC1β from a subset of NCoR and HDAC3 binding sites that exhibit gained H3K27ac in response to KLA or RANKL, this mechanism may not fully account for TRAF6-dependent coactivator activity of NCoR/HDAC3 complexes at all genomic locations. Additional nonhistone substrates of HDAC3 that promote gene activation could explain this discrepancy. However, functional coupling between regulatory elements can also result in coordinated changes in histone acetylation in the absence of local activities of specific transcription factors and coactivators. Thus, actions of NCoR/HDAC3/PGC1β coactivators at specific locations may exert dominant effects on patterns of histone acetylation across a cis-regulatory domain.

The mechanisms underlying the assembly and activation of NCoR/HDAC3/PGC1β coactivator complexes at specific enhancers and promoters remain to be established, but the presence of p65 in the induced complex strongly implicates this interaction in specifying the localization of the complex to sites of NFκB binding. Since NCoR/HDAC3 complexes function as conventional corepressors at LXR binding sites in the same cells, their functional conversion to coactivators at NFκB/AP-1 target genes may be established by local actions of ERK/TBK1 kinases within the nucleus. Consistent with this, the TLR4- or RANK-induced genomic binding pattern of ERK1 extensively colocalizes with NCoR/HDAC3/PGC1β complexes at sites exhibiting cobinding of NFκB and AP-1. It is thus striking that the bifurcated kinase pathway downstream of TRAF6 that regulates the assembly and function of NCoR/HDAC3/PGC1β pathway also regulates the parallel but convergent activities of NFκB (via TBK1) (47) and AP-1 (via ERK1) (48) (Fig. 7*D*). This mechanism thereby enables a highly integrated, signal-specific transcriptional response that may be prototypic for other signaling pathways.

## Materials and Methods

### BMDM Culture.

Bone marrow cells were obtained by flashing the tibia and femur from 8- to 12-wk-old C57BL/6 mice with RPMI 1640 (Corning) containing 10% FBS (Omega Biosciences), 1% penicillin/streptomycin+L-glutamine (Thermo Fisher Scientific) and lysed using red blood cell lysis buffer (Invitrogen). After counting, 20 million cells were seeded per 15 cm non-tissue culture plates in RPMI 1640 containing 10% FBS, 30% L929 cell conditioned laboratory-made media (as source of M-CSF), and 1% penicillin/streptomycin+L-glutamine. After 3 d, 16.7 ng/mL M-CSF (Shenandoah Biotechnology) was added into the media. After an additional 4 d, nonadherent cells were washed off, and adherent cells were harvested. 0.5 million cells per wells of 6-well plates (Sigma-Aldrich) for ATAC-seq and RNA-seq or 10 million cells per 15-cm tissue culture plates (Thermo Fisher Scientific) for ChIP-seq, immunoblotting, and immunoprecipitation were cultured in RPMI 1640 containing 10% FBS, 1% penicillin/streptomycin+L-glutamine, and 16.7 ng/mL M-CSF overnight. After the serum starvation in RPMI 1640 containing 1% FBS and 1% penicillin/streptomycin+L-glutamine for 12 h, cells were treated with 100 ng/mL KLA (Avanti Polar Lipids), 20 ng/mL IFNβ (PeproTech), 20 ng/mL IL4 (PeproTech), or 50 ng/mL Poly I:C (GE Healthcare Bioscience) for 6 h or 50 ng/mL RANKL (PeproTech) for 12 h. The treatment of 5 mM RGFP966, 100 nM LY3214996 (Selleckchem), or 10 mM GSK8612 (Selleckchem) was performed at the same time as the serum starvation.

### RNA Interference.

TRAF6 protein was depleted from BMDMs with synthetic small interference RNAs (siRNAs) targeting mouse *Traf6* (Dharmacon, Individual #1 J-042735-09, Individual #2 J-042735-10). siGENOME Non-Targeting siRNA #2 (Dharmacon, D-001210-02) was used for a negative control. Five million cells were transfected with each 30 nM siRNA using Lipofectamine™ RNAiMAX Transfection Reagent (Invitrogen) according to the manufacturer’s instructions with modifications as follows. Lipofectamine/siRNA complexes (240 pmol of siRNA plus 24 µL of Lipofectamine reagent) were formed in Opti-MEM (Thermo Fisher Scientific) for 15 min at room temperature and then added into cells and incubated for 5 min at room temperature. The cell mixtures were seeded in 10-cm tissue culture plates and cultured in RPMI 1640 containing 10% FBS, 1% penicillin/streptomycin+L-glutamine, and 16.7 ng/mL M-CSF. At 2 d after the siRNA transfection, serum starvation was performed in RPMI 1640 containing 1% FBS and 1% penicillin/streptomycin+L-glutamine for 12 h followed by stimulation of 100 ng/mL KLA or 50 ng/mL RANKL.

### Sucrose Density Gradient Centrifugation.

Twenty million BMDMs were homogenized in STM buffer (250 mM sucrose, 50 mM Tris-HCl (pH 7.4), 5 mM MgCl_2_, 1 mM PMSF, and 1× protease inhibitor cocktail) and incubated on ice for 30 min. After centrifugation at 800 g for 15 min at 4 °C, the pellet was washed with STM buffer twice and resuspended in 150 µL of lysis buffer [50 mM HEPES-KOH (pH 7.9), 150 mM NaCl, 1.5 mM MgCl_2_, 1% NP-40, 1 mM PMSF, and 1× protease inhibitor cocktail] by an ultrasound homogenizer (Bioruptor, Diagenode) for 10 min at 4 °C. The suspension was passed through an 18-gauge needle 15 times and sonicated by ultrasound homogenizer for 10 min at 4 °C. After centrifugation at 9,000 g for 30 min at 4 °C, the supernatant was used as nuclear fraction. Then, 150 µL of nuclear fraction at a concentration of 5.1 µg/µL was layered on top of a 12-mL 10 to 30% (w/v) continuous sucrose gradient [in buffer containing 50 mM HEPES-KOH (pH 7.9), 150 mM NaCl, 1.5 mM MgCl_2_, 1 mM PMSF, and 1× protease inhibitor cocktail]. Gradients were centrifuged at 32,000 rpm for 12 h at 4 °C in an SW41 Ti rotor (Beckman). Molecular weight standards (Sigma-Aldrich) in lysis buffer were run in parallel. Twenty-four fractions (500 µL each) were collected from each gradient, and 125 µL of 100% (w/v) trichloroacetic acid (Sigma-Aldrich) containing 4 mg/mL sodium deoxycholate was added to each fraction. After incubation on ice for 15 min, the samples were spun for 15 min, and the supernatant was removed. One mL of acetone (Sigma-Aldrich) was added to each pellet. Each sample was incubated for 10 min at room temperature and spun for 15 min. The supernatant was discarded, and the pellet was dissolved in NuPAGE™ LDS Sample Buffer (Thermo Fisher Scientific) with NuPAGE™ Sample Reducing Agent (Thermo Fisher Scientific). After heating at 95 °C for 5 min, the samples were subjected to SDS-PAGE.

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

## Data Availability

All sequencing data including RNA-seq, ChIP-seq, and ATAC-seq were deposited in the Gene Expression Omnibus (GEO) under accession number GSE247945 (49). All study data are included in the article and *SI Appendix*.

# Supplementary material for: A TLR4/TRAF6-dependent signaling pathway mediates NCoR coactivator complex formation for inflammatory gene activation
**Source:** Proc Natl Acad Sci U S A. 2024 Jan 2;121(2):e2316104121. doi: 10.1073/pnas.2316104121
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

### A TLR4/TRAF6-dependent signaling pathway mediates NCoR co-activator complex formation for inflammatory gene activation

Yohei Abe<sup>a</sup>, Eric R. Kofman<sup>a,b,c</sup>, Zhengyu Ouyang<sup>a</sup>, Grisel Cruz-Becerra<sup>d</sup>, Nathanael J. Spann<sup>a</sup>, Jason S. Seidman<sup>a</sup>, Ty D. Troutman<sup>e,f</sup>, Joshua D. Stender<sup>a</sup>, Havilah Taylor<sup>g</sup>, Weiwei Fan<sup>h</sup>, Verena M. Link<sup>a,i</sup>, Zeyang Shen<sup>a,j</sup>, Juro Sakai<sup>k,l</sup>, Michael Downes<sup>h</sup>, Ronald M. Evans<sup>h</sup>, James T. Kadonaga<sup>d</sup>, Michael G. Rosenfeld<sup>g</sup> and Christopher K. Glass<sup>a,e,\*</sup>

#### This PDF file includes:

Supporting text  
Figures S1 to S9  
Table S1

## Supporting text

### Materials and Methods

#### Animal studies

All animal procedures were in accordance with University of California San Diego research guidelines for the care and use of laboratory animals. Mice were maintained under a 12 hr light/12 hr dark cycle at constant temperature (20-23°C) with free access to food and water. Animals were fed a normal chow diet (T8604, Envigo). *Ncor<sup>fl/fl</sup>* and *Ncor<sup>fl/fl</sup> LysM-Cre* mice were described previously (1). *Pgc1b<sup>fl/fl</sup>* mice were described previously (2). *Ncor<sup>fl/fl</sup>* and *Pgc1b<sup>fl/fl</sup>* mice were used as WT mice for *Ncor<sup>fl/fl</sup> LysM-Cre* and *Pgc1b<sup>fl/fl</sup> LysM-Cre* mice, respectively.

#### In Vivo LPS shock study

8- to 12-week-old C57BL/6 male mice were intraperitoneally injected with 6 mg/kg of LPS (Sigma-Aldrich) and observed continuously every 4 hrs. Intraperitoneal injection of 10 mg/kg RGFP966 (Selleckchem) or 10% DMSO as vehicle control was performed 6 hrs before LPS injection. Identities were blinded from the experimenter until the end of studies. All surviving animals were humanely euthanized at 96 hrs after LPS injection.

#### Antibodies

Mouse monoclonal antibody immunoglobulin G-Y8129 (IgG-Y8129) against mouse NCoR (amino acids 1817-1879) was produced by immunizing mice with gp64 fusion protein expressed by baculoviral system as described previously (3). A list of other antibodies used in this article is shown in Table S1.

#### Bone marrow-derived osteoclast culture

Bone marrow cells were obtained by flushing the tibia and femur from 8- to 12-week-old C57BL/6 mice with alpha MEM (Sigma-Aldrich) containing 10% FBS, 1% penicillin/streptomycin+L-glutamine and lysed using red blood cell lysis buffer. 48 million cells per 15 cm tissue culture plates for ChIP-seq were cultured in alpha MEM containing 10% FBS, 1% penicillin/streptomycin+L-glutamine and 10 ng/ml M-CSF for 3 days to generate osteoclast precursor cells. After non-adherent cells were washed off with alpha MEM, adherent osteoclast precursor cells were cultured in alpha MEM containing 10% FBS, 1% penicillin/streptomycin+L-glutamine, 10 ng/ml M-CSF and 50 ng/ml RANKL for 4 days to differentiate to osteoclasts. The M-CSF plus RANKL containing culture media was replaced every 2 days.

#### Immunoblotting and immunoprecipitation

Whole-cell lysates were prepared as previously described (4) with modifications as follows. Cells were sonicated in cell lysis buffer (50 mM HEPES-KOH (pH 7.9), 150 mM NaCl, 1.5 mM MgCl<sub>2</sub>, 1% NP-40, 1 mM PMSF (Sigma-Aldrich), 1X protease inhibitor cocktail (Sigma-Aldrich)) by ultrasound homogenizer (Bioruptor, Diagenode) for 10 min at 4°C. For immunoblotting, aliquots of whole-cell lysate were boiled at 95°C for 5 min in NuPAGE™ LDS Sample Buffer (Thermo Fisher Scientific) with NuPAGE™ Sample Reducing Agent (Thermo Fisher Scientific), subjected to SDS-PAGE, and transferred to immobilon-P transfer membranes (Merck Millipore). Immunodetection was carried out with the indicated antibodies (Table S1) and bound antibodies were visualized with peroxidase-conjugated affinity-purified donkey anti-mouse or anti-rabbit IgG (Dako), or mouse monoclonal anti-rabbit IgG light chain (Abcam) using SuperSignal™ West Femto Maximum Sensitivity Substrate (Thermo Fisher Scientific) or Luminate™ Forte Western HRP Substrate (Merck Millipore), and luminescence images were analyzed by ChemiDoc XRS+ System (Bio-Rad Laboratories). Uncropped images of blots are shown in Fig. S7, S8 and S9. For immunoprecipitation, whole-cell lysates were immunoprecipitated in cell lysis buffer (50 mM HEPES-KOH (pH 7.9), 150 mM NaCl, 1.5 mM MgCl<sub>2</sub>, 1% NP-40, 1mM PMSF, 1X protease inhibitor cocktail) by wheel rotating overnight at 4°C in the presence of Dynabeads protein G (Thermo Fisher Scientific) and each antibody described in Table S1. After immunoprecipitation, beads were washed three times with cell lysis buffer and three times with PBS, and then eluted with sample buffer. The elution was subjected to immunoblotting as described above.

### **HDAC3 activity assay**

HDAC3 activity in BMDMs was measured using a HDAC3 Activity Assay Kit (Sigma-Aldrich) according to the manufacturer's protocol. The deacetylase activity of immunoprecipitated HDAC3 or PGC1 $\beta$  with anti-HDAC3 or PGC1 $\beta$  antibody in 300  $\mu$ g of whole-cell lysate as described in **Immunoblotting and immunoprecipitation**. Briefly, HDAC3 assay buffer in the presence or absence of 10  $\mu$ M GSK8612 was added to the HDAC3 or PGC1 $\beta$  antibody-Dynabeads Protein G complex and incubated for 10 min at 37°C. Then HDAC3 assay buffer containing HDAC3 substrate with a fluorophore [R-H-K-K(Ac)-AFC] were mixed with the complex and incubated for 30 min at 37°C. Once the incubation was complete, developing solution was added and incubated for 5 min at 37°C. The reaction solutions were transferred to a 96-well plate and the fluorescent signals were determined at 380 nm of excitation and 500 nm of emission.

### **Histone acetyltransferase (HAT) activity assay**

HAT activity in BMDMs was measured using a HAT Assay Kit (Active Motif) according to the manufacturer's protocol. The HAT activity of immunoprecipitated NCoR or PGC1 $\beta$  with anti-NCoR or PGC1 $\beta$  antibody in 300  $\mu$ g of whole-cell lysate as described in **Immunoblotting and immunoprecipitation**. Briefly, 50  $\mu$ l of 1X assay buffer containing 50  $\mu$ M acetyl-CoA and 50  $\mu$ M Histone H3 was added to the NCoR or PGC1 $\beta$  antibody-Dynabeads Protein G complex and incubated for 30 min at room temperature. Once the incubation was complete, 50  $\mu$ l of stop solution was mixed. Then 100  $\mu$ l of developing solution was added and incubated for 15 min in the dark at room temperature. The reaction solutions were transferred to a 96-well plate and the fluorescent signals were determined at 380 nm of excitation and 450 nm of emission.

### **ATAC-seq library preparation**

70000 cultured cells were washed once with PBS and once with cold lysis buffer (10 mM Tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 0.1% NP-40). The cells were suspended in 50  $\mu$ l of 1X Reaction Buffer (25  $\mu$ l of Tagment DNA Buffer, 2.5  $\mu$ l of Tagment DNA enzyme I, and 22.5  $\mu$ l of water) (Nextera DNA Library Preparation Kit, Illumina) as previously described (5). Transposase reactions were carried out at 37°C for 30 min, and then DNA was purified using ChIP DNA Clean & Concentrator Kit (Zymo Research). DNA was amplified using the Nextera primer Ad1 and a unique Ad2.n barcoding primer using NEBNext High-Fidelity 2X PCR Master Mix (NEB) for 7 cycles. The amplified libraries were purified with 2  $\mu$ l of SpeedBeads (GE Healthcare) in 20% PEG 8000/2.5 M NaCl (Final 13% PEG 8000), eluted with 15  $\mu$ l of EB (Zymo Research), size selected using PAGE/TBE gel (Invitrogen) for 175-225 bp fragments by gel extraction, and single-end sequenced on HiSeq 4000 (Illumina).

### **ChIP-seq library preparation**

Chromatin immunoprecipitation (ChIP) was performed in biological replicates as previously described (6) with modifications as follows. For H3K27ac ChIP assays, cells were cross-linked with 1% (vol/vol) formaldehyde (Thermo Fisher Scientific) in PBS for 10 min at room temperature. For NCoR, HDAC3, p65, Fos12, PU.1, PGC1 $\beta$ , ERK1 and p300 ChIP assays, cells were cross-linked with 2 mM disuccinimidyl glutarate (DSG) (ProteoChem) in PBS for 30 min at room temperature, and then directly a second cross-linking was performed by the addition of 1% (vol/vol) formaldehyde in PBS for 10 min. The cross-linking reaction was quenched by 0.125 M glycine (Sigma-Aldrich). Cells were washed once with ice-cold PBS and pelleted at 1000 g for 5 min at 4°C. Cross-linked cells were resuspended in ice-cold hypotonic buffer (10 mM HEPES-KOH (pH 7.9), 85 mM KCl, 1 mM EDTA, 1% NP-40, 1 mM PMSF, 0.5 mM sodium butyrate (Sigma-Aldrich), 1X protease inhibitor cocktail), and centrifuged at 1000 g for 5 min at 4°C to obtain a nuclear fraction. Nuclear pellets were resuspended in 100  $\mu$ l of either LB3 buffer (10 mM Tris-HCl (pH 7.5), 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% sodium deoxycholate, 0.5% N-lauroylsarcosine, 1 mM PMSF, 0.5 mM sodium butyrate, 1X protease inhibitor cocktail, for H3K27ac ChIP) or PIPA-NR buffer (20 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.4% sodium deoxycholate, 0.1% SDS, 1% NP-40, 0.5 mM DTT (Thermo Fisher Scientific), 1 mM PMSF, 0.5 mM sodium butyrate, 1X protease inhibitor cocktail, for NCoR, HDAC3, p65, Fos12, PU.1, PGC1 $\beta$ , ERK1 and p300 ChIP). Chromatin DNA was sonicated in a 96 Place microTUBE Rack (Covaris)

using a Covaris E220 for 12-18 cycles with the following setting: time, 60 seconds; duty, 5.0; PIP, 140; cycles, 200; amplitude, 0.0; velocity, 0.0; dwell, 0.0. Samples were centrifuged at 15000 rpm for 10 min at 4°C, and the supernatant was used for immunoprecipitation. LB3 lysate was diluted 1.1-fold with 10% Triton X-100. 1% of the lysate was kept as ChIP input. The lysates were rotated with each antibody pre-bound to 20 µl of beads (10 µl of Dynabeads protein A (Thermo Fisher Scientific) + 10 µl of Dynabeads protein G) overnight at 4°C. After the immunoprecipitation, beads were collected on a magnet and washed three times each with wash buffer I (20 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1% Triton X-100, 0.1% SDS, 2 mM EDTA, 1 mM PMSF, 0.5 mM sodium butyrate, 1X protease inhibitor cocktail), wash buffer III (10 mM Tris-HCl (pH 7.5), 250 mM LiCl, 1% Triton X-100, 0.7% sodium deoxycholate, 1 mM EDTA, 1 mM PMSF, 0.5 mM sodium butyrate, 1X protease inhibitor cocktail) and twice with TET (10 mM Tris-HCl (pH 7.5), 1 mM EDTA, 0.2% Tween-20, 1 mM PMSF, 0.5 mM sodium butyrate, 1X protease inhibitor cocktail), and then resuspended in 25 µl of TT (10mM Tris-HCl (pH 7.5), 0.05% Tween-20). The immunoprecipitated chromatin samples were used for library preparation with NEBNext Ultra II Library kit (NEB) according to the manufacturer's instructions. DNA in 46.5 µl of NEB reactions was crosslinks reversed by adding 4 µl of 10% SDS, 4.5 µl of 5 M NaCl, 3 µl of 500 mM EDTA, 1 µl of 20 mg/ml proteinase K (NEB) and 20 µl of water by incubation for 1 hr at 55°C, and then 30 min at 65°C. DNA was purified with 2 µl of SpeedBeads in 20% PEG 8000/1.5 M NaCl (Final 12% PEG 8000), and eluted with 25 µl of TT. The eluted DNA was amplified for 14 cycles in 50 µl of PCR reactions using NEBNext High-Fidelity 2X PCR Master Mix and 0.5 mM each of primers Solexa 1GA and Solexa 1GB. The amplified libraries were purified with 2 µl of SpeedBeads in 20% PEG 8000/2.5 M NaCl (Final 13% PEG 8000), eluted with 20 µl of TT, size selected using PAGE/TBE gel for 225-325 bp fragments by gel extraction, and single-end sequenced on HiSeq 4000. ChIP input material (1% of sheared DNA) in 46.5 µl of TE was crosslinks reversed by adding 4 µl of 10% SDS, 4.5 µl of 5 M NaCl, 3 µl of 500 mM EDTA, 1 µl of 20 mg/ml proteinase K and 20 µl of water by incubation for 1 hr at 55°C, and then 30 min at 65°C. The input DNA was purified with SpeedBeads as described above, and eluted with 25 µl of TT. The eluted input DNA was prepared for libraries and amplified as described for ChIP samples.

### **RNA-seq library preparation**

Total RNA was isolated from culture cells and purified using a Direct-zol RNA MicroPrep Kit (Zymo Research) as described by the manufacturer. mRNAs were enriched by incubation with Oligo d(T)<sub>25</sub> Magnetic Beads (NEB). To fragment Poly A-enriched mRNA, mRNAs were incubated in 2X Superscript III first-strand buffer (Thermo Fisher Scientific) with 10 mM DTT at 94°C for 9 min. The 10 µl of fragmented mRNAs were incubated with 0.5 µl of Random primers (3 µg/µl) (Thermo Fisher Scientific), 0.5 µl of Oligo dT primer (50 µM) (Thermo Fisher Scientific), 0.5 µl of SUPERase-In (Ambion) and 1 µl of dNTPs (10 mM) (Thermo Fisher Scientific) at 50°C for 1 min. After the incubation, 5.8 µl of water, 1 µl of DTT (100 mM), 0.1 µl of Actinomycin D (2 µg/µl) (Sigma-Aldrich), 0.2 µl of 1% Tween-20 and 0.5 µl of Superscript III (Thermo Fisher Scientific) were added and incubated on the following conditions: 25°C for 10 min, 50°C for 50 min, and 4°C hold. The mixture was purified with RNAClean XP beads (Beckman Coulter) as described by the manufacturer and eluted with 10 µl of water. For second-strand synthesis with dUTP, the RNA/cDNA double-stranded hybrid was then added to 1.5 µl of Blue Buffer (Enzymatics), 1.1 µl of dUTP mix (10 mM dATP, dCTP, dGTP and 20 mM dUTP) (Promega), 0.2 µl of RNase H (5 U/µl) (Enzymatics), 1.05 µl of water, 1 µl of DNA polymerase I (Enzymatics) and 0.15 µl of 1% Tween-20. The mixture was incubated at 16°C for 2.5 hrs. The resulting dUTP-marked dsDNA was purified with 2 µl of SpeedBeads in 20% PEG 8000/2.5M NaCl (final 13% PEG 8000), and eluted with 40 µl of EB. The eluted dsDNA was carried out end repair by blunting, A-tailing and adapter ligation as previously described (7) using barcoded adapters (Bioo Scientific). The end repaired dsDNA was amplified for 14-16 cycles using 0.05 U/µl KAPA High Fidelity HotStart DNA polymerase (Kapa Biosystems) and 1 µM each of primers Solexa 1GA and Solexa 1GB. The amplified libraries were selected using PAGE/TBE gel for 225-325 bp fragments by gel extraction, and single-end sequenced on HiSeq 4000.

### **RNA-seq analysis**

FASTQ files were processed to assess quality by determining general sequencing bias, clonality and adapter sequence contamination. RNA sequencing reads were aligned to the mm10 mouse reference genome using STAR (8). Gene expression levels were calculated using HOMER (7) by counting all strand specific reads within exons. Only the most abundant transcripts, including multiple alternative variants, were selected for each gene, and the genes with a length smaller than 250 bp were removed. Transcripts per million (TPM) were used to evaluate the correlation among replicates. Differential gene expression was calculated using DESeq2 (9) to assess both biological and technical variability between experiments. Unsupervised hierarchical clustering was used to cluster the gene expression in the heatmaps.

### **ATAC-seq and ChIP-seq analysis**

FASTQ files were mapped to the mm10 mouse reference genome with Bowtie2 (10). Peaks were called with HOMER (findPeaks) using parameters “-style factor -minDist 200 -size 200”. 

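For the ATAC-seq libraries, the replicates of each condition were compared over all merged peaks of their table, on log2 of tags per 10000000 tags in peaks plus 1. Across peaks, which are not independent replicates, Pearson's r between the 2 libraries of a condition was 0.755 for Veh in NCoR f/f BMDMs, the WT cells of the NKO comparison, over 24867 peaks. It was 0.655 for Veh, 0.676 for KLA and 0.765 for RGFP966 + KLA in WT BMDMs over 9698 peaks. Between WT libraries of different conditions, r lay between 0.409 and 0.652. For the WT libraries, the choice of peaks moved these values most. Over the 1189 WT peaks with at least 16 tags in every library, r was 0.793 for Veh, 0.827 for KLA and 0.869 for RGFP966 + KLA, and between conditions it lay between 0.778 and 0.856, so that the ranges overlap. The difference between replicates was close to counting noise. Scaled by its counting error, the squared difference between the 2 libraries of a pair averaged 1.07 for Veh in NCoR f/f BMDMs, 1.07 for Veh, 1.08 for KLA and 0.946 for RGFP966 + KLA in WT BMDMs, where counting noise alone gives 1. IDR keeps peaks in which the replicates are alike, so the same value was also taken over peaks of the other conditions' sets, which were chosen without the pair compared. There it was 1.12 for Veh, 1.12 for KLA and 1.07 for RGFP966 + KLA, above counting noise in each pair (one-sided chi-square test, p = 2.08e-14, 6.38e-16 and 5.23e-05). Over peaks outside the pair's own set, it was higher, at 1.20 for Veh, 1.27 for KLA and 1.48 for RGFP966 + KLA. IDR leaves peaks with unlike replicates in that class, so these values may be too high.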

After merging these peaks, correlations among replicates from the same cell subset/treatment were evaluated by correlation using tag counts. The two most highly correlated samples were used for identifying the most robust peaks using the irreproducible discovery rate (IDR) method (11). For this step, peaks were called with HOMER’s findPeaks, using parameters “-L 0 -C 0 -fdr 0.9 -minDist 200 -size 200”. IDR peaks from different conditions involved in a comparison merged with HOMER’s mergePeaks and annotated with HOMER’s annotatePeaks.pl. The raw tags of all samples which had reasonable correlation were quantified with HOMER (annotatePeaks.pl) using parameter “-noadj”. 

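Besides the WT libraries of Fig. 3, the ATAC-seq data analysed here include 2 Veh libraries from NCoR f/f BMDMs, counted in their own table of merged peaks. The deposited values are raw tags, and the headers of the tables state that at most 3 tags were counted at a base position. The NCoR f/f libraries held 372367 and 509741 tags in 24867 peaks out of 15702362 and 18689862 tags in all, with a median of 12 and 16 tags per peak. The share of tags in peaks was 2.37% and 2.73% in these libraries and between 1.40% and 2.06% in the WT libraries. No library was dominated by a few regions, since the 10 largest peaks held between 1.12% and 2.48% of its tags in peaks. The median peak was 291 bp wide in the NCoR f/f table and 267 bp in the WT table, and 247 and 171 peaks lay outside chromosomes 1 to 19, X and Y. The tables were counted on different peaks and their libraries carry different library dates in the labels, so no test was made between them. Counting an overlap of at least 1 bp, 9218 of the 9698 WT peaks overlapped a peak of the NCoR f/f table (95.1%, 95% Wilson interval 94.6% to 95.5%). In the other direction, 9317 of the 24867 peaks did (37.5%, 36.9% to 38.1%). With an overlap of 50% of both peaks, the shares were 88.8% and 34.6%. The NCoR f/f table holds tags of the 2 Veh libraries only, and the IDR sets of other conditions that it lists were not analysed on their own. Tags without molecular identifiers are not independent molecules, so these and later intervals cover counting error only.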

Peaks which contained at least 4 tags in at least 1 sample were used to identify differentially bounded peaks (DBP) by DESeq2. 

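All 9698 peaks of the WT ATAC-seq table and 24601 of the 24867 peaks of the NCoR f/f table passed the filter of at least 4 tags in at least 1 sample. In the WT table, changes were tested with edgeR's quasi-likelihood test on the raw tags of all 6 libraries, and peaks with a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change over 2 were called. For KLA against Veh, 320 peaks were gained and 168 were lost. For RGFP966 + KLA against KLA, 23 peaks were gained and 10 were lost, and for RGFP966 + KLA against Veh, 668 were gained and 290 were lost. At an unadjusted p-value under 0.05, edgeR's test had 1888, 1343 and 2467 peaks in these comparisons. DESeq2, which the paper's methods name for this step, called 0 peaks in each of the 3 comparisons with its own size factors, and 570, 144 and 742 peaks had an unadjusted p-value under 0.05. The dispersion DESeq2 used had a median of 0.122 over peaks. The dispersions that edgeR estimated had a median of 9.77e-05 over peaks, and edgeR's common dispersion was 0.00520. To these dispersions, edgeR's quasi-likelihood test adds a spread that it estimates itself, so their median is not the whole spread of that test. The simulations below took edgeR's dispersions peak by peak, without that added spread. Of the peak-wise DESeq2 estimates, 86.9% were at their lowest value. Both tools were run on simulated tags with 200 of 9698 peaks changed. With the dispersions of edgeR in the simulation, edgeR called 94 peaks, of which 90 were changed peaks, and recovered 71% of the 4-fold changes, and DESeq2 called 40, all changed peaks, and recovered 38%. With the dispersions of DESeq2, edgeR called 34 peaks, 33 of them changed, and recovered 30% of the 4-fold changes, and DESeq2 called 14, all changed peaks, and recovered 14%. Neither tool called a peak in simulated data without a change. Leaving out 1 library leaves a condition with 1 sample, so only the sizes of the changes were then compared. By size alone, 362 peaks were over 2-fold higher with RGFP966 + KLA than with KLA, and 730 without KLA replicate 1.

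**Figure D2:**
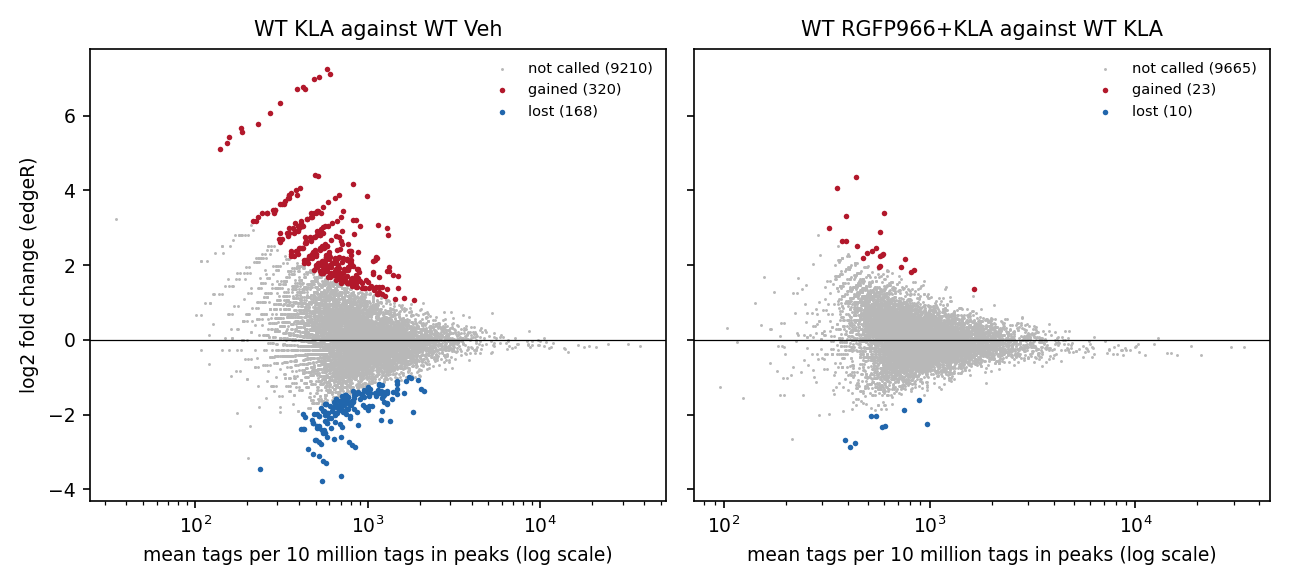
Log2 fold change of each of the 9698 WT ATAC-seq peaks from edgeR (y axis) against its mean tags per 10000000 tags in peaks over both conditions (x axis, log scale), for KLA against Veh on the left and RGFP966 + KLA against KLA on the right. Gained peaks are red (320 and 23), lost peaks are blue (168 and 10), and fitted changes of peaks with almost no tags in one condition have no meaningful size.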

Peaks were categorized as distal peaks which are 2 kb away from known TSS and promotor peaks which are located within 2 kb region of known TSS sites. 

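By the distances to the nearest TSS in the deposited tables, 2982 of the 4701 WT ATAC-seq peaks at Veh that have a distance lay within 2 kb of a TSS (63.4%, 95% Wilson interval 62.0% to 64.8%). Of the peaks at Veh in NCoR f/f BMDMs, 8584 of 15391 did (55.8%, 55.0% to 56.6%). Over all merged peaks, the share was 51.0% in the WT table and 47.8% in the NCoR f/f table. Deeper peaks lay closer to TSSs, with 71.6% of the WT and 66.9% of the NCoR f/f peaks at Veh within 2 kb among those with at least 16 tags in both Veh libraries. With 1 kb in place of 2 kb, the shares at Veh were 61.1% and 52.6%. Of the WT peaks that edgeR called gained for KLA against Veh, 52 of 320 were promoter peaks (16.3%), and of those called lost, 65 of 168 were (38.7%). Among the peaks called for RGFP966 + KLA against KLA, 6 of 23 gained and 4 of 10 lost peaks were promoter peaks.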

Histone marks, such as H3K27ac single, were quantified by either ATAC IDR peaks under the same conditions or transcription factor ChIP IDR peaks. 

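The split of the WT ATAC-seq changes into gained and lost peaks moved with the scaling of the libraries. With total tags in peaks, gained peaks made up 65.6% of the peaks that edgeR called for KLA against Veh, 69.7% for RGFP966 + KLA against KLA and 69.7% for RGFP966 + KLA against Veh. Scaling by all tags of each library, an alternative chosen after the data were seen, moved the median log2 fold change of all peaks to -0.05, 0.21 and 0.14, from 0.02, 0.03 and 0.04. Gained peaks then made up 62.0%, 88.7% and 82.8% of the called peaks. With loess offsets along abundance, the shares were 56.3%, 26.4% and 50.2%, so that for RGFP966 + KLA against KLA more peaks were lost than gained under this scaling. TMM factors gave 63.8%, 59.5% and 63.9%. Offsets in 20 bins of GC content, also chosen after the data were seen, gave 54.4%, 62.1% and 60.5%. Of the 488 peaks called for KLA against Veh with total tags in peaks, 485 stayed called with TMM factors, 449 with loess offsets, 377 with GC offsets and 305 with all tags of each library. Of the 33 peaks called for RGFP966 + KLA against KLA, these numbers were 32, 23, 27 and 28.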

ATAC peak quantification was normalized to the total tags in peaks, while the ChIP peak single was normalized to the sequence depth.

### **Motif analysis**

To identify motifs enriched in peak regions over the background, HOMER’s motif analysis “findMotifsGenome.pl” including known default motifs and *de novo* motifs was used (7). The background peaks used either from random genome sequences or from peaks in comparing condition were indicated throughout the main text and in the figure legends.

### **Data visualization**

ChIP-seq data were visualized in the UCSC genome browser (12).

### **Statistical analysis**

The significance of differences in the experimental data were determined using GraphPad Prism 8.0 software. All data involving statistics are presented as mean  $\pm$  s.d. The number of replicates and the statistical test used are described in the figure legends.

## Figures

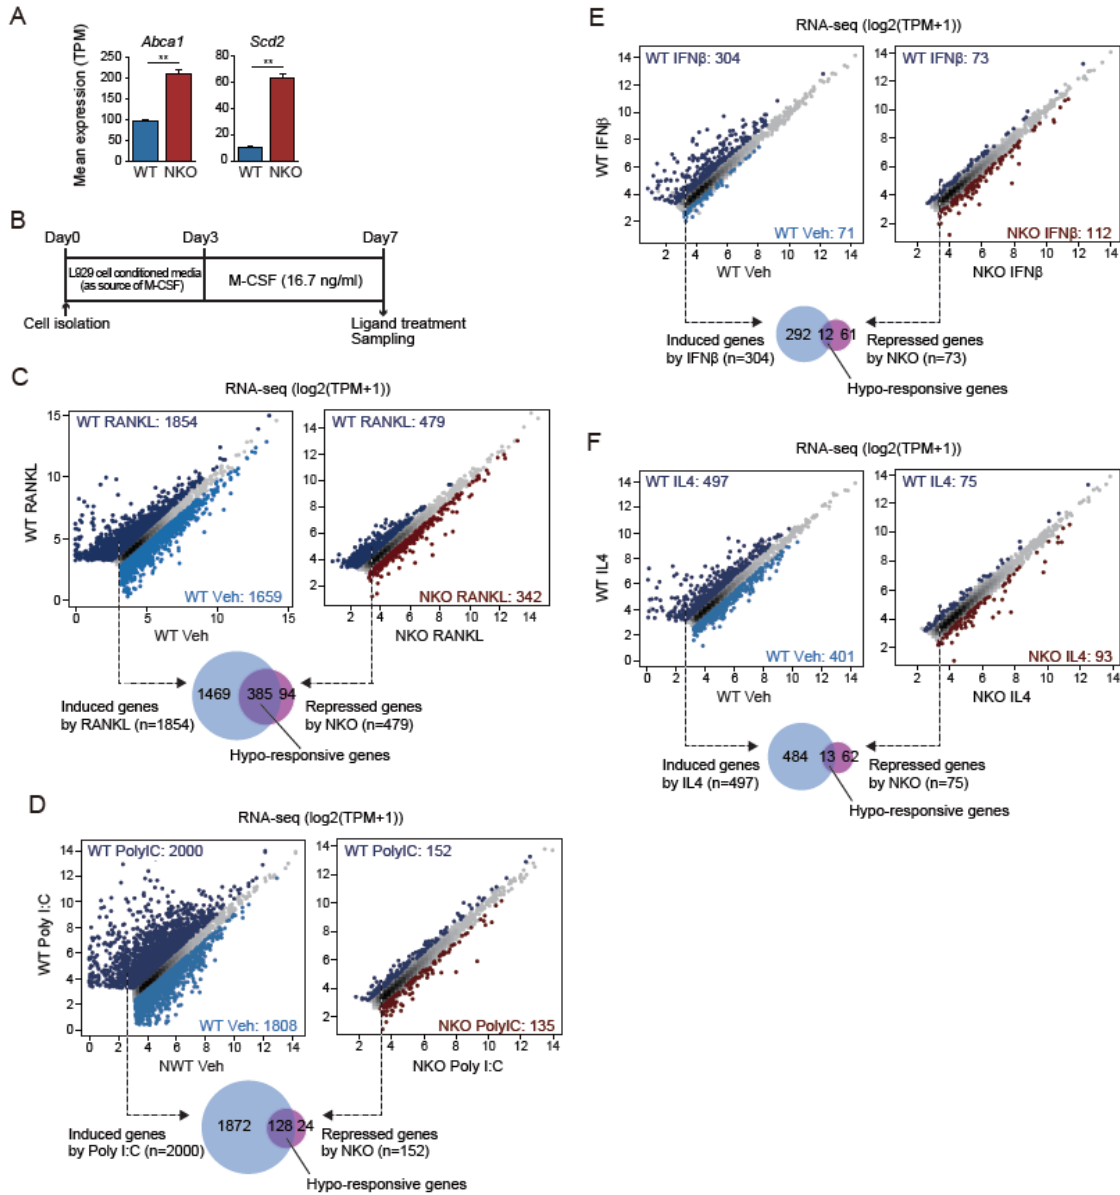

**Fig. S1**

(A) Bar plots for expression of *Abca1* and *Scd2* in BMDMs from WT and NKO mice. The significance symbols indicate statistical significance, \*\*p-adj < 0.01 reported by DESeq2 using the Benjamini-Hochberg method for the multiple-testing correction.

(B) BMDMs at Day7 after differentiation were treated with or without each ligand, and then subjected to experiments.

(C, D, E, F) Scatter plots of RNA-seq data showing RANKL (C), Poly I:C (D), IFNβ (E) or IL4 (F)-regulated gene expression and NKO-regulated gene expression in the presence of RANKL, Poly I:C, IFNβ or IL4 (light blue dots in left panels: significantly RANKL, Poly I:C, IFNβ or IL4-suppressed genes, dark blue dots in left panels: significantly RANKL, Poly I:C, IFNβ or IL4-induced genes, dark red dots in right panels: significantly NKO-induced genes, dark blue dots in right panels: significantly NKO-suppressed genes, FDR < 0.05, FC > 1.5).

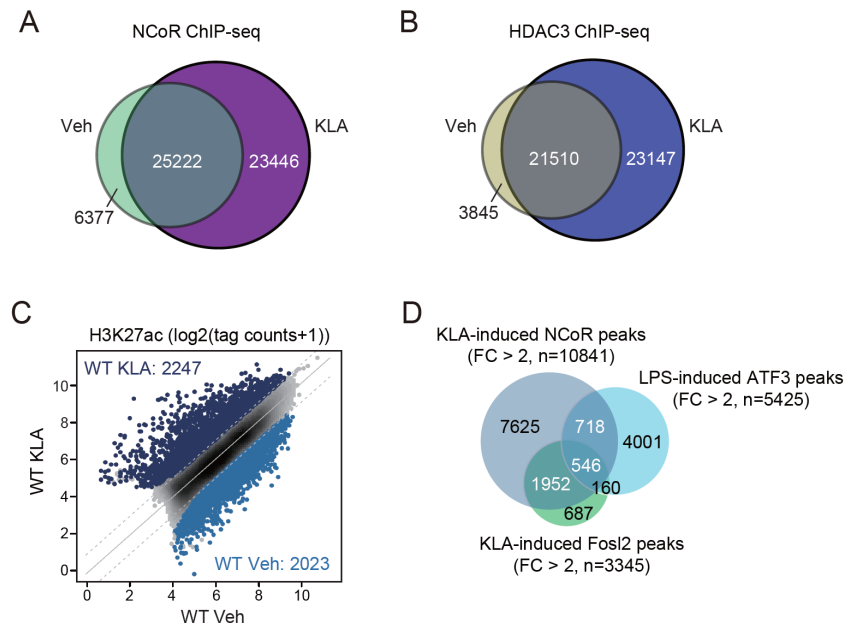

**Fig. S2**

(A, B) The overlap between IDR-defined NCoR (A) or HDAC3 (B) ChIP-seq peaks at Veh and KLA is shown by Venn diagram.

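ATAC-seq IDR peaks at Veh were listed by the authors for WT BMDMs, with 4743 peaks, and for NCoR f/f BMDMs, with 15473 peaks from libraries with more tags in peaks. The paper's text does not name which of these sets the H3K27ac tags at Veh and KLA were counted around. By an overlap of at least 1 bp, 4453 of the 4743 WT peaks at Veh had a counterpart among the NCoR f/f peaks at Veh (93.9%, 95% Wilson interval 93.2% to 94.5%). Of the 15473 NCoR f/f peaks at Veh, 4482 had a counterpart in the WT set (29.0%, 28.3% to 29.7%). H3K27ac tags were not analysed here.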

(C) Scatter plot of normalized H3K27ac ChIP-seq tags having at least 16 tags associated with ATAC-seq IDR peaks at Veh in a 1000 bp window. KLA-induced H3K27ac peaks (FDR < 0.05, FC > 2) are color-coded (light blue dots: significantly lost H3K27ac by KLA treatment, dark blue dots: significantly gained H3K27ac by KLA treatment).

(D) The overlaps between KLA- or LPS-induced NCoR, Fosl2 and ATF3 (13) ChIP-seq peaks (FC > 2) are shown by Venn diagram.

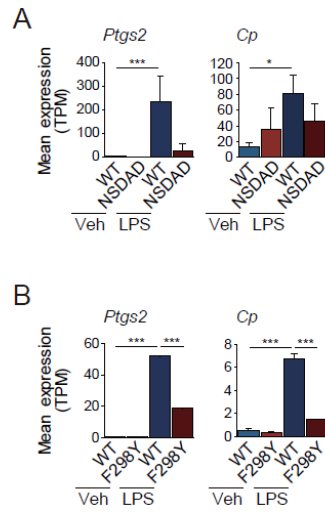

**Fig. S3**

(A, B) Bar plots for expression of *Ptgs2* and *Cp* in peritoneal macrophages from LPS-injected WT and NSDAD mice (A) and HDAC3 WT or Y298F-rescued HDAC3-deficient BMDMs treated with or without LPS for 4 hours (B) (13). The significance symbols indicate statistical significance, \*p-adj < 0.05, \*\*\*p-adj < 0.001 reported by DESeq2 using the Benjamini-Hochberg method for the multiple-testing correction.

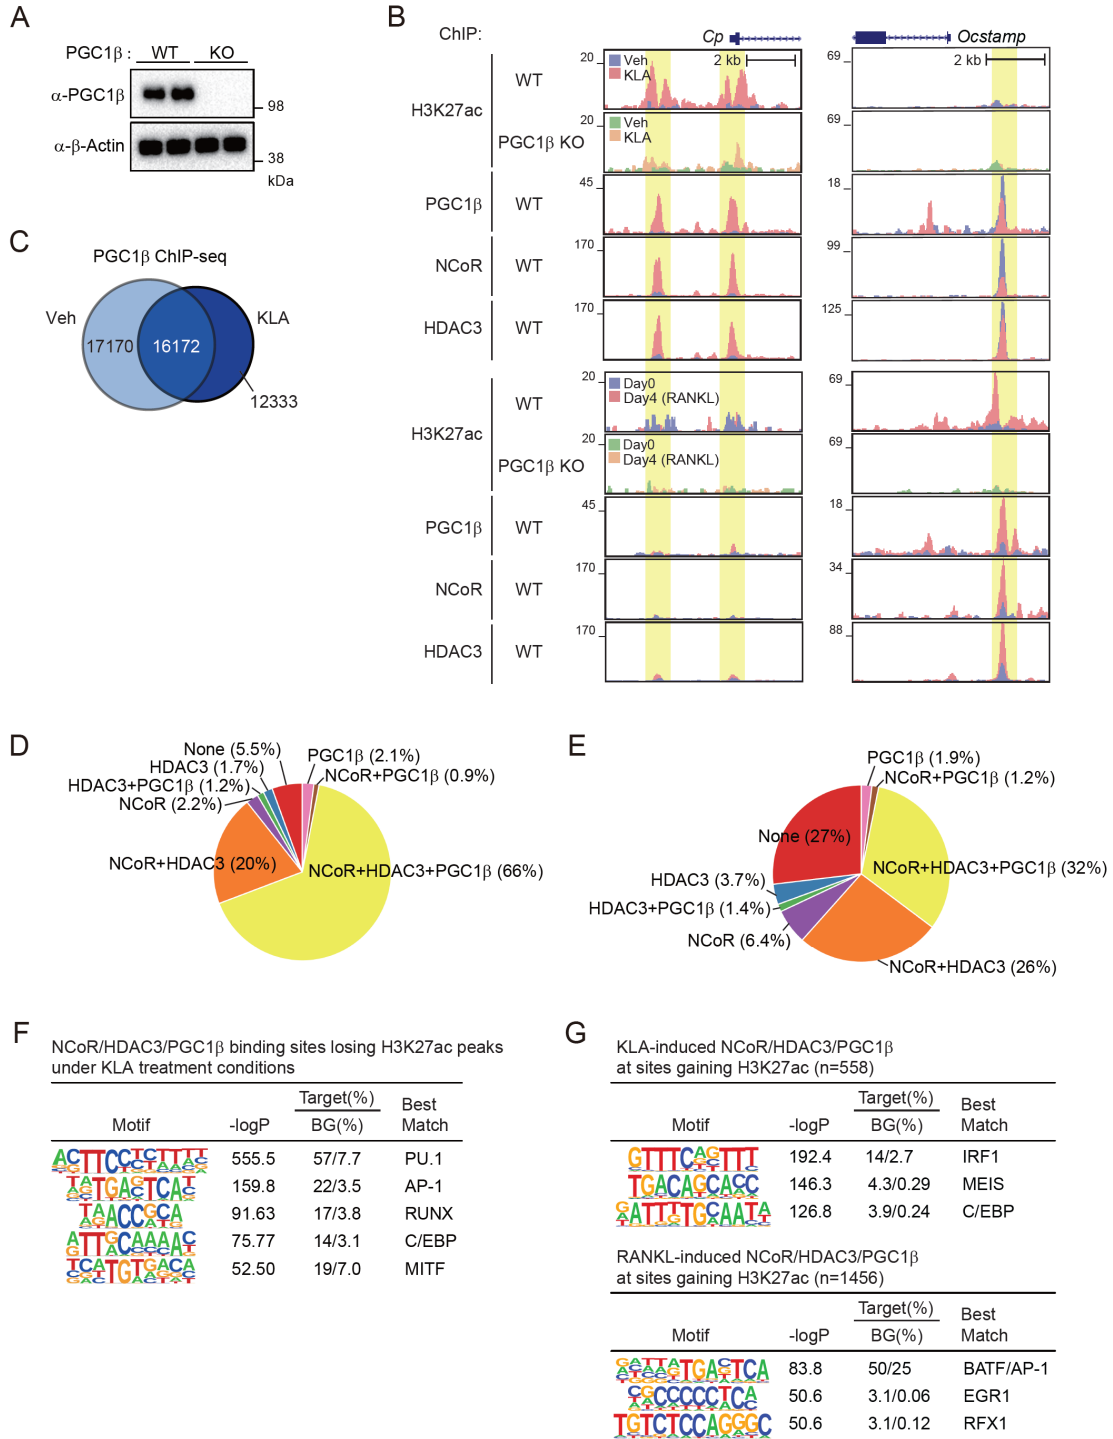

**Fig. S4**

(A) Immunoblot analysis for PGC1 $\beta$  protein in BMDMs from *Pgc1b*<sup>ff</sup> (WT) and *Pgc1b*<sup>ff</sup> *LysM-Cre* (KO) mice (12-week-old male, n=2 each). Uncropped images of the blots are shown in Fig. S9.

(B) Genome browser tracks of H3K27ac, PGC1 $\beta$ , NCoR and HDAC3 ChIP-seq peaks in the vicinity of the *Cp* and *Ocstamp* loci. Yellow shading: lost H3K27ac by PGC1 $\beta$  KO at KLA- (top panels) or RANKL- (bottom panels) induced NCoR, HDAC3 and PGC1 $\beta$  binding regions.

- (C) The overlap between IDR-defined PGC1 $\beta$  ChIP-seq peaks at Veh and KLA is shown by Venn diagram.
- (D) The overlaps of ATAC-defined gained H3K27ac peaks in the presence of KLA (n=2247 in Fig. S2C) with NCoR, HDAC3 and/or PGC1 $\beta$  ChIP-seq peaks are shown by pie chart.
- (E) The overlaps of ATAC-defined lost H3K27ac peaks in the presence of KLA (n=2023 in Fig. S2C) with NCoR, HDAC3 and/or PGC1 $\beta$  ChIP-seq peaks are shown by pie chart.
- (F) *De novo* motif enrichment analysis of NCoR/HDAC3/PGC1 $\beta$  binding sites losing H3K27ac peaks under KLA treatment conditions (n=648 in Fig. S4E) using a GC-matched genomic background.
- (G) *De novo* motif enrichment analysis of KLA- or RANKL-induced NCoR/HDAC3/PGC1 $\beta$  at sites gaining H3K27ac peaks (Fig. 4E) using RANKL- or KLA-induced NCoR/HDAC3/PGC1 $\beta$  at sites gaining H3K27ac peaks as a background, respectively.

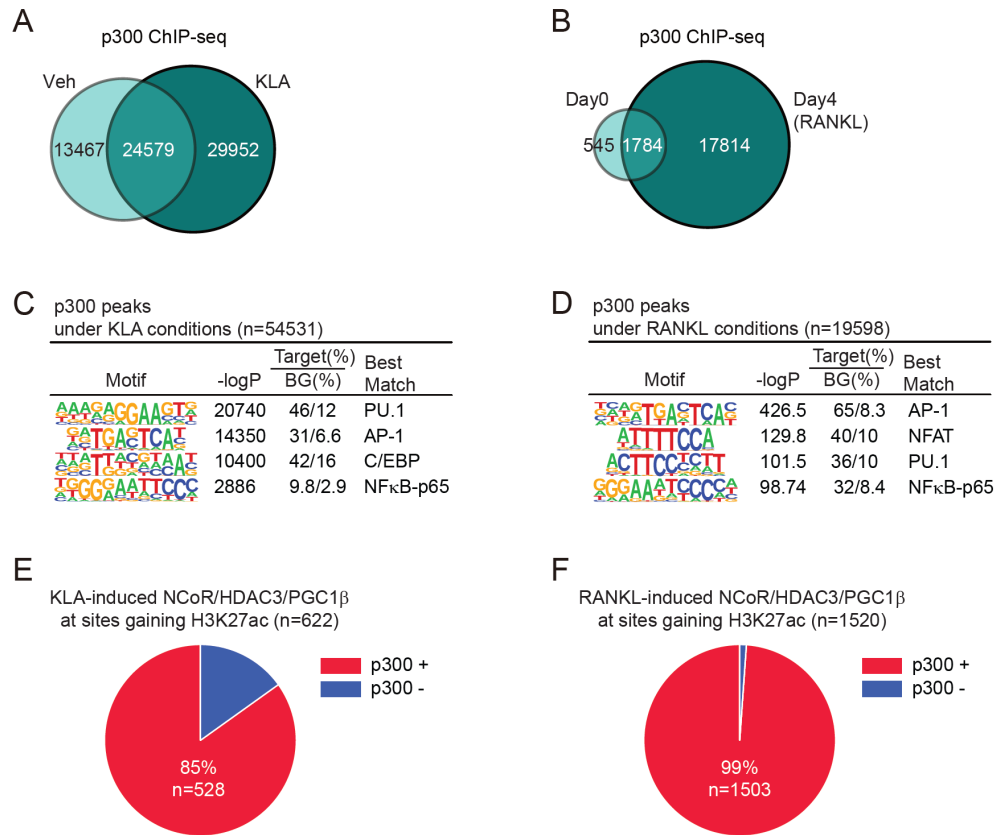

**Fig. S5**

(A, B) The overlap between IDR-defined p300 ChIP-seq peaks at Veh and KLA (A) or RANKL (B) is shown by Venn diagram.

(C, D) *De novo* motif enrichment analysis of p300 ChIP-seq peaks in the presence of KLA (n=54531 in Fig. S5A) (C) or RANKL (n=19598, Fig. S5B) (D) using a GC-matched genomic background.

(E, F) The colocalization of p300 ChIP-seq peaks with KLA- (E) or RANKL- (F) (14) induced NCoR/HDAC3/PGC1β-associated gained H3K27ac peaks is shown by pie chart.

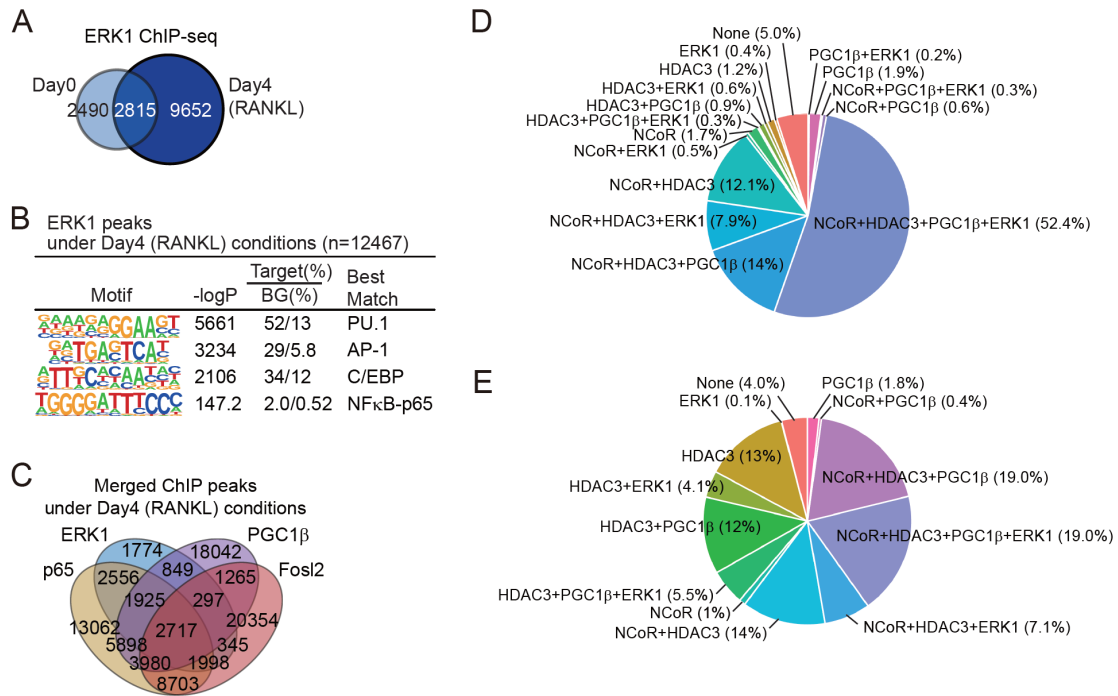

**Fig. S6**

(A) The overlap between IDR-defined ERK1 ChIP-seq peaks at Day0 and Day4 after RANKL treatment is shown by Venn diagram.

(B) *De novo* motif enrichment analysis of ERK1 peaks under Day4 after RANKL treatment (n=12467 in Fig. S6A) using a GC-matched genomic background.

(C) The overlap between IDR-defined ERK1, PGC1β, p65 and Fosl2 ChIP-seq peaks under Day4 after RANKL treatment (14) is shown by Venn diagram.

(D) The overlaps of ATAC-defined gained H3K27ac peaks in the presence of KLA (n=2247 in Fig. S2C) with NCoR, HDAC3, PGC1β and/or ERK1 ChIP-seq peaks are shown by pie chart.

(E) The overlaps of ATAC-defined gained H3K27ac peaks in the presence of RANKL (n=1525 in Figure S2E from (14)) with NCoR, HDAC3, PGC1β and/or ERK1 ChIP-seq peaks are shown by pie chart.

Fig. 4A

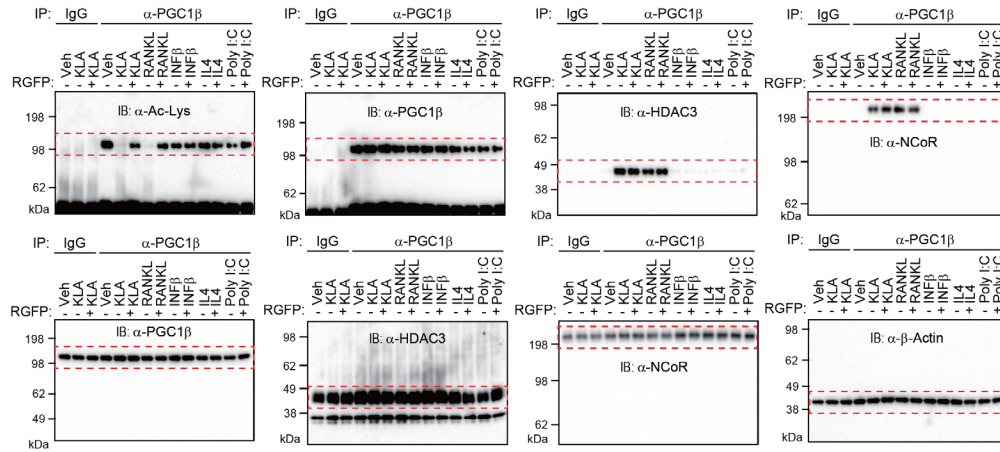

Fig. 5C

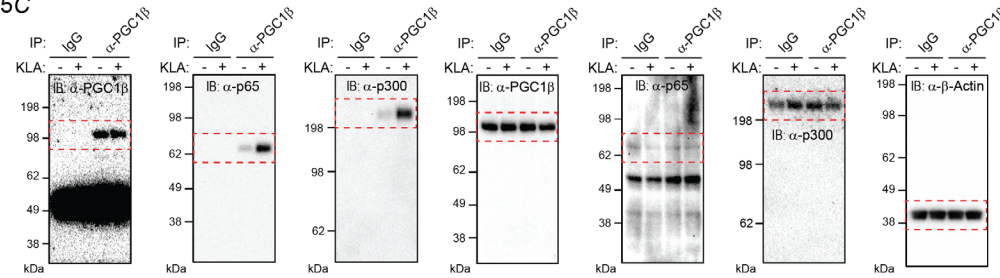

Fig. 5E

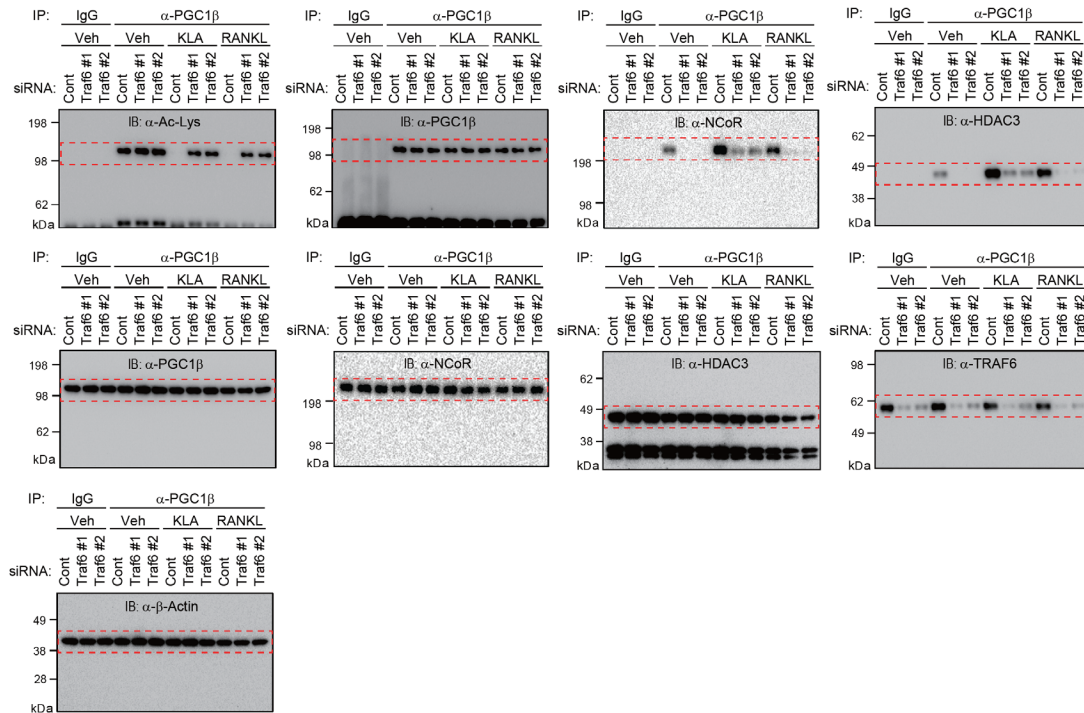

Fig. S7

Representative original images of immunoblot analysis for Fig. 4A, 5C and 5E

Fig. 5G

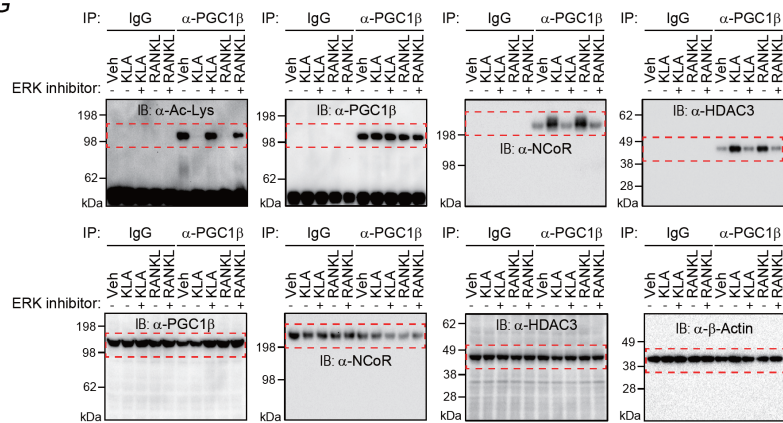

Fig. 5H

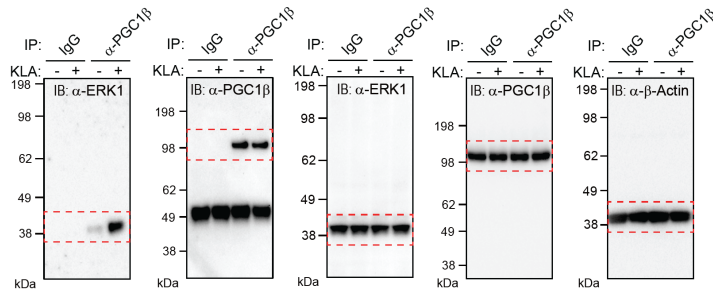

Fig. 5I

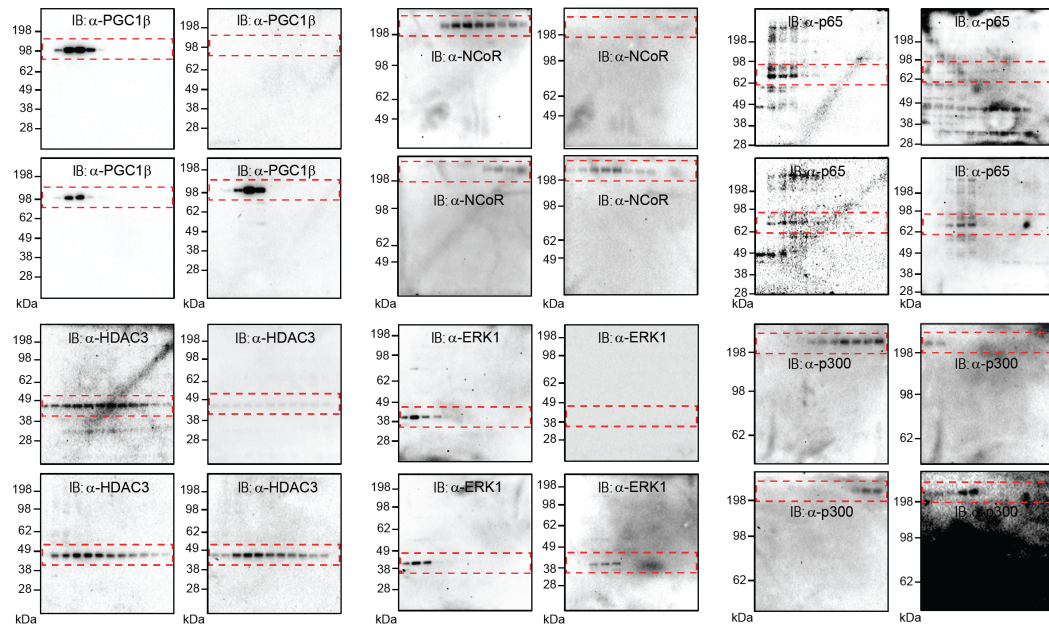

Fig. S8

Representative original images of immunoblot analysis for Fig. 5G, 5H and 5I

**Fig. 7B**

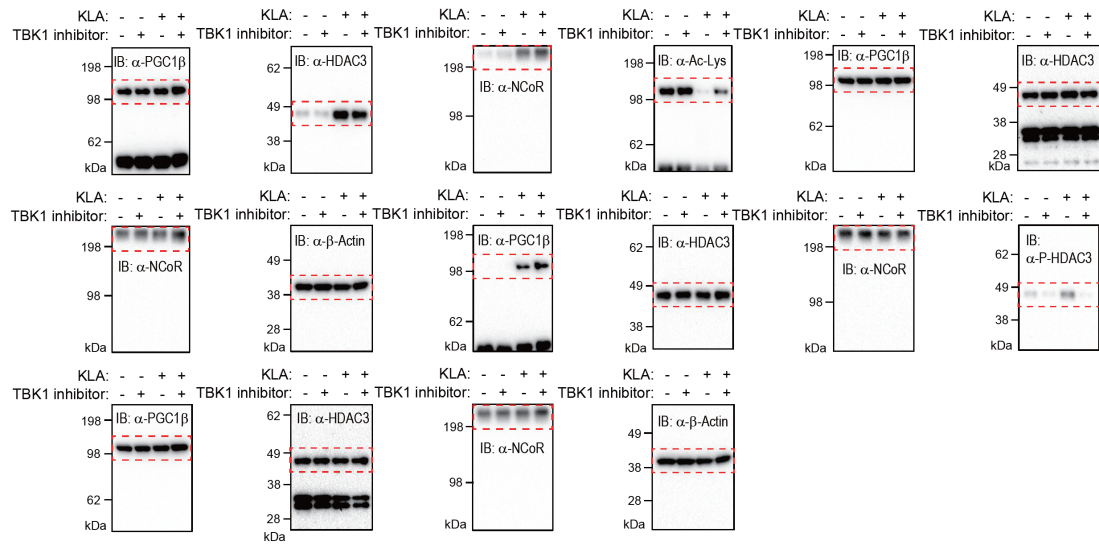

**Fig. S4A**

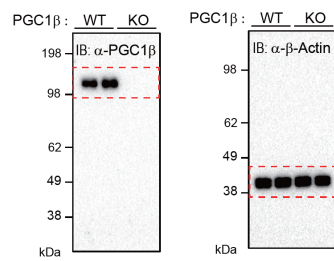

**Fig. S9**

Representative original images of immunoblot analysis for Fig. 7B and S4A

**Table S1**

Detailed information about antibodies

| <b>Antibody</b>           |                          | <b>Source</b>             | <b>Catalog No / Clone No</b> | <b>Dilutions / Concentrations</b>    |
|---------------------------|--------------------------|---------------------------|------------------------------|--------------------------------------|
| anti-NCoR                 | Monoclonal               | Dr. Hamakubo              | IgG-Y8129                    | 5 µg/assay for ChIP                  |
|                           |                          |                           |                              | 2 µg/assay for IP                    |
|                           |                          |                           |                              | 1 µg/ml for IB                       |
| anti-HDAC3                | Polyclonal               | GeneTex                   | GTX113303                    | 3 µg/assay for ChIP                  |
|                           |                          |                           |                              | 2 µg/assay for IP                    |
|                           |                          |                           |                              | 0.32 µg/ml for IB                    |
| anti-PU.1                 | Polyclonal               | Santa Cruz                | sc-352 / T-21                | 2 µg/assay for ChIP                  |
| anti-p65                  | Polyclonal               | Santa Cruz                | sc-372 / C-20                | 2 µg/assay for ChIP                  |
| anti-p65                  | Monoclonal               | Santa Cruz                | sc-8008X / F-6               | 2 µg/ml for IB                       |
| anti-FosI2                | Monoclonal               | Santa Cruz                | sc-166102 / G-5              | 4 µg/assay for ChIP                  |
| anti-PGC1β                | Monoclonal               | Abcam                     | ab176328                     | 0.1 µg/assay for ChIP                |
|                           |                          |                           |                              | 0.1 µg/assay for IP                  |
|                           |                          |                           |                              | 0.093 µg/ml for IB                   |
| anti-ERK1                 | Monoclonal               | Abcam                     | ab119357                     | 2 µg/assay for ChIP<br>1:1000 for IB |
| Anti-p300                 | Monoclonal<br>Monoclonal | Diagenode<br>Millipore    | C15200211<br>05-257          | 2 µg each/assay for ChIP             |
| anti-p300                 | Monoclonal               | Cell signaling Technology | #70088                       | 1:1000 for IB                        |
| anti-Acetylated-Lysine    | Monoclonal               | Cell signaling Technology | #9441                        | 1:1000 for IB                        |
| anti-H3K27ac              | Polyclonal               | Active Motif              | #39133                       | 2 µg/assay for ChIP                  |
| anti-TRAF6                | Monoclonal               | Santa Cruz                | sc-8409 / D-10               | 0.2 µg/assay for IB                  |
| anti-Phospho-HDAC3 (S424) | Polyclonal               | Cell Signaling Technology | #3815                        | 1:1000 for IB                        |
| anti-β-Actin              | Monoclonal               | Sigma-Aldrich             | A2228 / AC-74                | 1:5000 for IB                        |

## SI References

1. P. Li *et al.*, NCoR repression of LXRs restricts macrophage biosynthesis of insulin-sensitizing omega 3 fatty acids. *Cell* **155**, 200-214 (2013).
2. J. Sonoda, I. R. Mehl, L. W. Chong, R. R. Nofsinger, R. M. Evans, PGC-1beta controls mitochondrial metabolism to modulate circadian activity, adaptive thermogenesis, and hepatic steatosis. *Proc Natl Acad Sci U S A* **104**, 5223-5228 (2007).
3. T. Tanaka *et al.*, The generation of monoclonal antibodies against human peroxisome proliferator-activated receptors (PPARs). *J Atheroscler Thromb* **9**, 233-242 (2002).
4. Y. Abe *et al.*, Histone demethylase JMJD1A coordinates acute and chronic adaptation to cold stress via thermogenic phospho-switch. *Nat Commun* **9**, 1566 (2018).
5. J. D. Buenrostro, P. G. Giresi, L. C. Zaba, H. Y. Chang, W. J. Greenleaf, Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. *Nat Methods* **10**, 1213-1218 (2013).
6. S. Heinz *et al.*, Transcription Elongation Can Affect Genome 3D Structure. *Cell* **174**, 1522-1536.e1522 (2018).
7. S. Heinz *et al.*, Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* **38**, 576-589 (2010).
8. A. Dobin *et al.*, STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15-21 (2013).
9. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014).
10. B. Langmead, S. L. Salzberg, Fast gapped-read alignment with Bowtie 2. *Nat Methods* **9**, 357-359 (2012).
11. Q. Li, J. B. Brown, H. Huang, P. J. Bickel, Measuring reproducibility of high-throughput experiments. *The Annals of Applied Statistics* **5**, 1752-1779, 1728 (2011).
12. W. J. Kent *et al.*, The human genome browser at UCSC. *Genome Res* **12**, 996-1006 (2002).
13. H. C. B. Nguyen, M. Adlanmerini, A. K. Hauck, M. A. Lazar, Dichotomous engagement of HDAC3 activity governs inflammatory responses. *Nature* **584**, 286-290 (2020).
14. Y. Abe *et al.*, RANK ligand converts the NCoR/HDAC3 co-repressor to a PGC1 $\beta$ - and RNA-dependent co-activator of osteoclast gene expression. *Mol Cell* **83**, 3421-3437.e3411 (2023).

How the deposited data were processed for this re-analysis (not part of the article)

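Chromatin accessibility was analysed from ATAC-seq tables of 8 libraries: Veh in NCoR f/f BMDMs, and Veh, KLA, and RGFP966 + KLA in WT BMDMs, each condition with 2 libraries. By the paper's methods, the authors mapped the reads to mm10 with Bowtie2, called peaks with HOMER, kept IDR peaks of the 2 most highly correlated samples of each condition, merged the IDR peaks of the conditions compared, and counted the raw tags of each library in every merged peak. The deposited counts are whole numbers of tags per peak and library, with no adjustment for depth and at most 3 tags at a base position. Every per-sample column of both tables was used. The distance of each peak to the nearest TSS, the gene assigned to it and the IDR sets it came from were taken from the authors' tables. ChIP-seq and RNA-seq data of the study were not analysed here.

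The depth was between 116733 and 202523 tags in peaks for the WT libraries and 372367 and 509741 for the NCoR f/f libraries. Shares of peaks are given with Wilson intervals at 95% confidence, which cover counting error only. Samples were grouped by condition and genotype from the sample labels and the paper, and the tables were analysed separately because they were counted on different peaks.

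Changes between WT conditions were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) over the peaks with at least 4 tags in at least 1 sample. Library sizes were the total tags in peaks, as in the paper's methods, with no further factors, all 6 WT libraries shared 1 model, and no covariate was used. Peaks were called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change over 2. A fold change against a condition whose libraries all had 3 tags or fewer was computed against 3 tags and is given as a lower bound. With a library left out, the size of a change is a difference of mean log2 tags with a prior count of 2, which is another scale than the fitted changes of edgeR, so the size with all libraries on this scale was computed too, after the data were seen. The same counts were fitted with DESeq2 1.42.0. Both tests were first tested on simulated tags, drawn for the 9698 peaks from the means and library sizes of the real libraries, with 200 peaks changed by known fold changes or with none. Ranges without an effect of RGFP966 or KLA come from 100 simulated data sets each, drawn with the fitted means of the real peaks and the dispersions of edgeR. After the data were seen, 100 more were drawn for each with the dispersion of peaks chosen without the pair, where it was higher. For the change with RGFP966 at KLA-gained and KLA-lost peaks, 2 further sets of simulations had the KLA effects shrunk toward 0 by their error, in full or by a share of 0.4.

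The peaks named by gene were chosen by a rule set before the data were examined. For each gene that the paper names as an example locus (Ptgs2, Cp, Il12a, Abca1, Scd2, Acp5 and Ocstamp), these are the peak nearest its TSS and the peak within 100 kb with the smallest adjusted p-value for KLA against Veh. In addition, they are the 3 gained and the 3 lost peaks with the largest fold change, for KLA against Veh and for RGFP966 + KLA against KLA, among called peaks whose libraries of one condition all lie beyond those of the other and with a mean of at least 20 tags.

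Motif matches were counted as consensus strings on both strands in 200 bp at the center of each peak on the mm10 sequence, for NFkB-p65 (GGGRNWYYCC), AP-1 (TGASTCA), IRF (GAAANNGAAA), PU.1 (GAGGAAGT) and C/EBP (TTGCNNAA). Gained and lost peaks were each compared with unchanged peaks (adjusted p-value over 0.5 and a log2 fold change between -0.5 and 0.5), matched in bins of 5% GC, by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 10 tests. Sequence was read for the 9527 WT peaks on chromosomes 1 to 19, X and Y. The counting of matches was checked on sequences with planted motifs.

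Alternatives set before the data were examined were TMM factors, loess offsets, DESeq2 with its own or total-tags size factors, no filter on tags, a filter of 16 tags, only the 4 libraries of a comparison, the replicate number as a block, a fold change of 1.5 as threshold or in the test, each library left out in turn, 1 kb around the TSS, an overlap of 50%, Spearman's correlation, other motif windows and backgrounds, and distal peaks only. Alternatives chosen after the data were seen were library sizes from all tags, GC offsets, DESeq2 with the dispersions of edgeR, and edgeR with a dispersion estimated from peaks chosen without the pair compared. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and bedtools 2.31.1, were used for the other steps.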

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

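The paper uses the ATAC-seq peaks at Veh as regions for H3K27ac and describes in its methods how ATAC-seq tags were normalized and peaks were tested, but it reports no changes of the ATAC-seq signal between conditions. Of the tests in this part, the tests on the spread between replicates with the simulations at a higher dispersion, the calls outside the RGFP966 + KLA peak set the calls within the RGFP966 + KLA peak set as a whole and the calls at peaks of the Veh set were chosen after the results were seen. The scaling by all tags of each library and the GC offsets were also chosen after the data were seen, though what they should show was written down before they were run. The loess offsets were planned.

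For KLA against Veh in WT BMDMs, edgeR's quasi-likelihood test called 488 of 9698 ATAC-seq peaks (320 gained and 168 lost, Benjamini-Hochberg adjusted p-value under 0.05 and over 2-fold), and for RGFP966 + KLA against Veh it called 958. DESeq2 called 0 and 0 of them with its own size factors (570 and 742 peaks at an unadjusted p-value under 0.05). The tables argue against several technical explanations of the 488 calls as a whole. The spread between replicates was far below what DESeq2 assumes: the highest mean squared difference of a pair, over peaks chosen without that pair, was 1.12, where the dispersions of DESeq2 would give 2.29 or more and counting noise gives 1. These peaks give a dispersion of 0.00906, above edgeR's common dispersion of 0.00520 and the median of 9.77e-05 of edgeR's dispersions over peaks. With the higher dispersion in the fit, 485 of the 488 calls stayed. That refit cannot show that the calls survive a larger spread, because edgeR's test adds a spread that it estimates from the same replicates. It was no stricter, with 1895 peaks at an unadjusted p-value under 0.05 in edgeR's test against 1888. Depth and the share of tags in peaks leave at least 305 calls when all tags of each library set its size, and 449 with loess offsets. Offsets for GC content leave 377, although the gained peaks have a median GC content of 48.2% against 56.5% for all peaks. Of the called peaks, 0 lie outside chromosomes 1 to 19, X and Y. Peaks entered the table because they were high in a condition, which favors calls in peaks chosen through the libraries compared. The RGFP966 + KLA set as a whole was chosen without the Veh and KLA libraries, and 312 of its 7869 peaks were called for KLA against Veh, where 100 data sets simulated with no KLA effect gave at most 1, also with the higher dispersion. This argues against selection for the calls of that set as a whole. Of these calls, 81 lie among the 2908 peaks found with RGFP966 + KLA alone, a class that is also defined by absence from the Veh and KLA sets, so the count in this class alone was not used as a test. For the 176 calls outside the RGFP966 + KLA set, selection and an effect of KLA cannot be told apart, because no peak there was chosen without the Veh or KLA libraries. Also open, and untested, is a difference between the cultures behind the libraries, since the paper's text does not say whether the 2 libraries of a condition came from separate mice. For the calls within the RGFP966 + KLA set, an effect of KLA on accessibility is a hypothesis that remains after these tests.

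Motif matches bear on this hypothesis. Of the 320 KLA-gained peaks, 15.0% (48 peaks) had a match to the NFkB-p65 motif, against 3.04% of 1712 unchanged peaks of the same GC content (odds ratio 5.63, adjusted p = 5.91e-14, Fisher's exact test with Benjamini-Hochberg adjustment). With other backgrounds, windows or distal peaks only, the odds ratio was between 3.70 and 6.46, with adjusted p-values from 1.13e-11 to 1.19e-09 in the same test. Of the 168 KLA-lost peaks, 1 had a match (odds ratio 0.156, adjusted p = 0.0576 from the same test). The values are consistent with binding of NFkB at part of the gained peaks, which may open them, but a motif match is not a measurement of binding, and the peaks tested are those called by edgeR.

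For RGFP966 + KLA against KLA, edgeR's test called 33 peaks (23 gained and 10 lost), and DESeq2 called 0 with its own size factors (144 at an unadjusted p-value under 0.05). Chance given the replicate spread gave at most 1 call in each of 100 data sets simulated with no RGFP966 effect, and at most 2 with the higher dispersion, against the 33 calls. When edgeR was fitted with the higher dispersion, 26 of the 33 calls stayed, but that refit cannot show that they survive a larger spread, for the reason given above. Selection of peaks stays open for these calls: 0 of the 23 gained peaks lie among the 1829 peaks outside the RGFP966 + KLA set, and a gained peak is by its nature likely to be in that set. The Veh set was chosen without the libraries compared, and 4 of its 4743 peaks were called, where the simulated data sets gave at most 1, or 2 with the higher dispersion. The adjusted threshold loosens as more peaks are called, and the real data had 33 calls, 29 of them outside the Veh set. The real and simulated counts thus stand at unlike thresholds and do not decide on selection for these 4 calls. The split into gained and lost peaks depends on the scaling: loess offsets gave 23 gained and 64 lost peaks, and all tags of each library gave 47 and 6. A difference between cultures is open here too, and the treatment entry of the labels does not name RGFP966 for these libraries. Fewer peaks were called for RGFP966 + KLA against KLA than for KLA against Veh, but the difference between the 2 effects was not tested.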

How the results depend on the processing

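Counts of peaks called by edgeR are given as gained and lost for KLA against Veh (320 and 168), RGFP966 + KLA against KLA (23 and 10) and RGFP966 + KLA against Veh (668 and 290). They were computed under 14 alternatives, of which 4 (all tags of each library, GC offsets, DESeq2 with the dispersions of edgeR, edgeR with the dispersion of peaks chosen without the pair) were chosen after the data were seen. TMM factors, a fold threshold of 1.5, GC offsets and the last of these dispersions kept each count within 1.5 times of its value. Removing the filter on tags removed nothing that was tested. With its own size factors, DESeq2 called 0 peaks in each direction and comparison (570, 144 and 742 at an unadjusted p-value under 0.05), and with total-tags factors it called 0 except for 1 gained peak in the last comparison (588, 160 and 771). With the dispersions of edgeR, it gave 137 gained and 116 lost peaks in the first comparison, 0 and 1 in the second (1305 at an unadjusted p-value under 0.05), and 332 and 255 in the third. With at least 16 tags in every library of a condition, fewer peaks were tested (4668), and 154 and 59 were called in the first comparison, 21 and 3 in the second, and 328 and 76 in the third. A test against a fold change of 1.5, a stricter hypothesis, gave 150 and 53, 5 and 1, and 337 and 90. For RGFP966 + KLA against KLA, only the 4 libraries compared gave 39 and 18. Loess offsets gave 296 gained and 230 lost peaks in the first comparison, 23 and 64 in the second, and 394 and 391 in the third. All tags of each library gave 189 and 116 in the first, 47 and 6 in the second, and 589 and 122 in the third. For these scalings the cause was not tested.

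With the replicate number as a block, 350 and 208, 38 and 18, and 722 and 314 peaks were called. Deviations of libraries with the same number had correlations between -0.00198 and 0.0264. The differences between replicates were close to counting noise, which would hide a pairing, so these values do not decide whether the numbers pair samples.

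With 1 library left out, peaks over 2-fold by size alone numbered from 880 to 952 gained (797 with all libraries) and from 416 to 690 lost (402) for KLA against Veh, from 402 to 730 gained (362) and from 160 to 279 lost (140) for RGFP966 + KLA against KLA, and from 1107 to 1178 gained (1056) and from 407 to 471 lost (341) for RGFP966 + KLA against Veh. Without KLA replicate 1, the first comparison had 690 lost peaks and the second 730 gained and 247 lost. Without RGFP966 + KLA replicate 1 or 2, the second had 279 or 218 lost.

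The share of KLA-gained peaks that were lower with RGFP966 (63.4%) was 68.8% with TMM factors, 72.0% with loess offsets and 52.6% with at least 16 tags, where the median log2 change was -0.028 in place of -0.19. With 1 library left out, it ranged from 60.9% to 66.3% and the median from -0.22 to -0.15 (63.8% and -0.17 with all libraries and the same prior count of 2). The share of KLA-lost peaks that were higher (86.3%) was 66.1% with loess offsets, with a median of 0.42 in place of 0.60, and ranged from 77.4% to 83.3% with 1 library left out, with medians from 0.44 to 0.56 (86.9% and 0.52 with all libraries and the same prior count).

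Peaks at Veh within a TSS window made up 61.1% (WT) and 52.6% (NCoR f/f) at 1 kb, and 71.6% and 66.9% with at least 16 tags, against 63.4% and 55.8%. The overlap of the tables (95.1% of WT and 37.5% of NCoR f/f peaks) was 88.8% and 34.6% at 50% of both peaks, and 97.6% and 15.1% with at least 16 tags. Replicate correlations of NCoR f/f Veh, WT Veh, KLA and RGFP966 + KLA were 0.796, 0.778, 0.731 and 0.722 by Spearman, and 0.794, 0.793, 0.827 and 0.869 with at least 16 tags.

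Odds ratios of motifs kept their side of the threshold and their direction, except as follows. In gained peaks, AP-1 (1.56) was no longer past it at 100 bp (1.39) and in distal peaks (1.31), C/EBP passed it without GC matching (1.99), PU.1 passed it in distal peaks (0.546), and IRF (0.947) changed direction without GC matching (1.41) and at 100 bp (1.01). In lost peaks, NFkB-p65 passed it without GC matching (0.114) and in distal peaks (0), AP-1 passed it in distal peaks (0.498), IRF (0) passed it without GC matching (0), and PU.1 (1.28) changed direction in distal peaks (0.885).

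At the peaks named by gene, the change at the Il12a peak 2195 bp from the TSS with RGFP966 (0.16) reversed with loess offsets (-0.61). In other results for these peaks, 27 fell below the threshold in the same direction (10 under each DESeq2 setting, 2 with DESeq2 and the dispersions of edgeR, 3 in the test against 1.5-fold, 1 with all tags and 1 with 4 libraries), 23 moved by more than the standard error when a library was left out, and 283 kept their call or moved by less. Among the 283 are 2 changes of sign, both at the Il12a peak just named, which had -0.26 without KLA replicate 1 and -0.040 without RGFP966 + KLA replicate 2. The 23 were counted against the fitted values, and 12 moved by more than the standard error from the size with all libraries and the same prior count of 2. At a median of 10 to 17 tags per peak, the depth limits single peaks: edgeR recovered 71% of 4-fold changes simulated with its own dispersions and 30% with those of DESeq2, where DESeq2 recovered 14%.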

Other observations

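Of the tests in this part, the one on size factors, the simulations with shrunk KLA effects or the higher dispersion, the use of the median beside the share in the simulations, the counts of peaks called the other way with RGFP966 and the fit with the dispersions of edgeR were chosen after the results were seen.

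At loci that the paper names, the WT ATAC-seq tags were few. The only peak assigned to Ptgs2, 53 bp upstream of the TSS on chromosome 1 from 150099866 to 150100091, had 2 and 8 tags at Veh, 6 and 4 at KLA, and 13 and 14 with RGFP966 + KLA, and was in the RGFP966 + KLA set only. Its log2 fold change was -0.27 (standard error 0.61, adjusted p = 0.876 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for KLA against Veh, by size 0.70 without Veh replicate 2 (-0.039 with all libraries and the same prior count), and 1.03 (standard error 0.49, adjusted p = 0.326) for RGFP966 + KLA against KLA. The peak assigned to Cp, 2932 bp upstream of the TSS on chromosome 3 from 19953962 to 19954282, had 1 and 2 tags at Veh, 33 and 23 at KLA, and 21 and 28 with RGFP966 + KLA. It was at least 7.77-fold higher with KLA than at Veh (adjusted p = 2.95e-05, the smallest over all peaks, from the same test). DESeq2 did not call this peak with its own dispersions, but called it with those of edgeR. The log2 fold change of the Cp peak with RGFP966 was -0.58 (standard error 0.28, adjusted p = 0.351 from edgeR's test). It holds a PU.1 match (GAGGAAGT) and a C/EBP match (TTGCACAA). Of the peaks assigned to Il12a, the one in intron 2, from 68693512 to 68693727 on chromosome 3, had 0 and 1 tags at Veh, 7 and 8 at KLA, and 10 and 12 with RGFP966 + KLA, and was at least 2.21-fold higher with KLA (adjusted p = 0.0177 from edgeR's test). The one 57874 bp upstream, from 68632545 to 68632996, had 3 and 2, 39 and 13, and 14 and 22 tags, was at least 6.66-fold higher with KLA (adjusted p = 0.000164 from edgeR's test), and changed by -0.91 on the log2 scale with RGFP966 (standard error 0.32, adjusted p = 0.167). By size with a prior count of 2, which lowers changes of peaks with few tags, these 2 changes of the latter peak were 2.36 and -0.71 with all libraries, 1.94 and -0.29 without KLA replicate 1, and the second was -0.40 without RGFP966 + KLA replicate 1. DESeq2 called neither. The nearest peaks to the TSS of Abca1 (1068 bp, adjusted p = 0.0561) and Scd2 (9415 bp upstream, adjusted p = 0.644) were not called for KLA against Veh by edgeR's test, and no WT peak within 100 kb was assigned to Acp5 or Ocstamp. In the WT Veh set, 0 peaks within 100 kb were assigned to Ptgs2, Cp, Il12a or Scd2 and 2 to Abca1. In the NCoR f/f Veh set, 0 were assigned to Ptgs2, Cp, Il12a or Acp5, 6 to Abca1, and 1 each to Scd2 and Ocstamp.

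Among called peaks with a mean of at least 20 tags, those gained most with KLA lay in an intron of Col6a6 (13 and 1 tags at Veh, 44 and 22 at KLA), at the promoter of Agrn (9 and 7, 39 and 26) and 9529 bp upstream of Nucb2 (8 and 10, 54 and 19). Their log2 fold changes were 1.94, 1.73 and 1.72 (adjusted p = 0.00265, 0.00225 and 0.00225, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Col6a6, it was by size 3.42 without Veh replicate 1 and 0.98 without Veh replicate 2, with 2.20 from all libraries at the same prior count. Those lost most lay at the promoters of Jun (47 and 26 tags at Veh, 12 and 11 at KLA) and Ccl2 (31 and 29, 20 and 7) and in an intron of Dapk1 (43 and 34, 23 and 13), with log2 fold changes of -1.93, -1.43 and -1.37 (adjusted p = 0.000213, 0.00496 and 0.00232 from the same test). For RGFP966 + KLA against KLA, only the peak at the promoter of Mier1 met the rule (17 and 11 tags at KLA, 44 and 50 with RGFP966 + KLA, log2 fold change 1.35, adjusted p = 0.0191 from the same test), and no lost peak did. With its own dispersions, DESeq2 called none of these 7 peaks.

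Of the 320 KLA-gained peaks, 318 lay outside the WT Veh set, with a median of 2.5 tags per Veh library. The depth of the WT Veh libraries is a candidate explanation, which was examined in the deeper NCoR f/f libraries at Veh. Of the 318 peaks, 73 overlapped an NCoR f/f peak at Veh (23.0%, 95% Wilson interval 18.7% to 27.9%), against 3056 of 4630 peaks outside the WT Veh set that were not called (66.0%, 64.6% to 67.4%; odds ratio 0.153, p = 8.13e-52, two-sided Fisher's exact test over peaks). This difference decides nothing, because gained peaks are called for having few tags at Veh, and peaks that were not called had more (a median of 7). Among peaks with the same sum of tags at Veh, a test chosen after the results were seen, the share was 23.9% for 3948 peaks that were not called, weighted to the sums of the gained peaks (Mantel-Haenszel odds ratio 0.926, p = 0.670, exact conditional test over peaks). Depth at Veh and an effect of KLA cannot be told apart for the absence of these peaks from the WT Veh set, because both allow gained peaks to be found as often as others with so few tags. The genotype and library date also differ between the tables.

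The change with RGFP966 was also taken over all KLA-gained and KLA-lost peaks. Of the 320 gained peaks, 203 were lower with RGFP966 + KLA than with KLA (63.4%, 95% Wilson interval 58.0% to 68.5%), with a median log2 change of -0.19 (95% interval from binomial order statistics -0.29 to -0.13). Against Veh, 212 of them were also called gained with RGFP966 + KLA, and 5 were called lost with RGFP966 + KLA against KLA. Of the lost peaks, 82 were also called lost with RGFP966 + KLA against Veh, and 5 were called gained with RGFP966 + KLA against KLA. Both comparisons share the KLA libraries, so gained peaks fall back by chance alone. Data simulated with no RGFP966 effect gave shares from 62.7% to 72.0% with the fitted KLA effects (median -0.18 to -0.12), from 70% to 100% with shrunk effects (median -0.59 to -0.17), and from 69.5% to 83.4% with effects shrunk so that about as many peaks were called as in the real data (median -0.28 to -0.17). With the fitted KLA effects and the higher dispersion of peaks chosen without the pair, shares were from 63.6% to 73.0% (median -0.22 to -0.12). The observed share lies within the first range, just below that with the higher dispersion, and below the others. The median lies just below the first range and within the others, so no simulation gave both, although the one with the higher dispersion came close. The simulations with the fitted KLA effects called more peaks for KLA against Veh than the real data, 991 to 1308 against 488, or 889 to 1177 with the higher dispersion. In no simulation did the observed share exceed the range, so the share shows no fall with RGFP966 beyond what the shared libraries gave. Even so, an effect of RGFP966 and the shared libraries cannot be told apart for the gained peaks as a set. Of the 168 lost peaks, 145 were higher with RGFP966 + KLA (86.3%, 80.3% to 90.7%), with a median of 0.60, or 0.55 with the 24 peaks at 3 tags or fewer at their bound. The simulated shares were 68.8% to 76.8%, 75% to 100% and 73.9% to 86.8% in the same order, with medians of 0.23 to 0.37, 0.24 to 0.71 and 0.30 to 0.51. With the higher dispersion, shares were 68.9% to 79.9% and medians 0.26 to 0.44. The same holds for the lost peaks as a set, because the answer depends on how the KLA effects are simulated, and with loess offsets the share was 66.1%. Besides the 5 gained and the 5 lost peaks called the other way with RGFP966, the data sets simulated with no RGFP966 effect had at most 1 call in each direction over all peaks. With so few calls the adjusted threshold is stricter than in the real data, so this does not decide on the shared libraries for these peaks. Selection of peaks and a difference between cultures were not tested for these 10 peaks on their own.

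The difference between the tools was examined for KLA against Veh, where edgeR called 488 peaks and DESeq2 0. Size factors are not the cause, since DESeq2 with total-tags factors also called 0 (588 peaks at an unadjusted p-value under 0.05). With the dispersions of edgeR, DESeq2 called 253 peaks, so the dispersions account for part of the difference but not for all of it, and what accounts for the rest was not tested. For RGFP966 + KLA against KLA, the same setting called 1 peak where edgeR called 33. In simulated tags of unchanged peaks with the dispersions of edgeR, 5.04% had an unadjusted p-value under 0.05 with edgeR and 0.368% with DESeq2.

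For the other motifs in KLA-gained peaks, Fisher's exact tests with Benjamini-Hochberg adjustment over 10 tests gave an odds ratio of 1.56 for AP-1 (32.8% against 23.8% of peaks, adjusted p = 0.00479, with 0.107 at 100 bp, 0.133 in distal peaks and 1.2e-13 without GC matching), 1.16 for C/EBP (adjusted p = 0.372), 0.947 for IRF (adjusted p = 1) and 0.593 for PU.1 (7.50% against 12.0%, adjusted p = 0.0516). In KLA-lost peaks, the same tests gave 0.638 for AP-1 (adjusted p = 0.104), 0.588 for C/EBP (adjusted p = 0.104), 1.28 for PU.1 (adjusted p = 0.372) and 0 of 168 peaks for IRF (2.65% of unchanged peaks, adjusted p = 0.0516). The paper names NFkB-p65, AP-1, IRF and PU.1 motifs for peaks of NCoR and HDAC3 that gained H3K27ac. For sites of NCoR, HDAC3 and PGC1β that gained H3K27ac, it names C/EBP together with PU.1, AP-1 and NFkB-p65. Both are other regions than these ATAC-seq peaks and were set against a genomic background, not against open chromatin.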
